# Diarylpentanoid (1,5-bis(4-hydroxy-3-methoxyphenyl)-1,4-pentadiene-3-one) (MS13) Exhibits Anti-proliferative, Apoptosis Induction and Anti-migration Properties on Androgen-independent Human Prostate Cancer by Targeting Cell Cycle–Apoptosis and PI3K Signalling Pathways

**DOI:** 10.3389/fphar.2021.707335

**Published:** 2021-07-20

**Authors:** Nurul Azwa Abd. Wahab, Faridah Abas, Iekhsan Othman, Rakesh Naidu

**Keywords:** diarylpentanoid, androgen-independent prostate cancer, anti-cancer, cell cycle, apoptosis, anti-migration, PI3K pathway, gene expression

## Abstract

Diarylpentanoids exhibit a high degree of anti-cancer activity and stability *in vitro* over curcumin in prostate cancer cells. Hence, this study aims to investigate the effects of a diarylpentanoid, 1,5-bis(4-hydroxy-3-methoxyphenyl)-1,4-pentadiene-3-one (MS13) on cytotoxicity, anti-proliferative, apoptosis-inducing, anti-migration properties, and the underlying molecular mechanisms on treated androgen-independent prostate cancer cells, DU 145 and PC-3. A cell viability assay has shown greater cytotoxicity effects of MS13-treated DU 145 cells (EC_50_ 7.57 ± 0.2 µM) and PC-3 cells (EC_50_ 7.80 ± 0.7 µM) compared to curcumin (EC_50_: DU 145; 34.25 ± 2.7 µM and PC-3; 27.77 ± 6.4 µM). In addition, MS13 exhibited significant anti-proliferative activity against AIPC cells compared to curcumin in a dose- and time-dependent manner. Morphological observation, increased caspase-3 activity, and reduced Bcl-2 protein levels in these cells indicated that MS13 induces apoptosis in a time- and dose-dependent. Moreover, MS13 effectively inhibited the migration of DU 145 and PC-3 cells. Our results suggest that cell cycle-apoptosis and PI3K pathways were the topmost significant pathways impacted by MS13 activity. Our findings suggest that MS13 may demonstrate the anti-cancer activity by modulating DEGs associated with the cell cycle-apoptosis and PI3K pathways, thus inhibiting cell proliferation and cell migration as well as inducing apoptosis in AIPC cells.

## Introduction

Prostate cancer (PCa) is the most common malignancy and the second-leading cause of cancer-related death among men worldwide (Crawford, 2003). Androgens and its receptor are the dominant modulators of normal prostate growth and PCa tumorigenesis (Banerjee et al., 2018). Androgen depletion therapy (ADT) is extensively used to treat PCa and effective in controlling hormone-naïve PCa (Huggins and Hodges, 2002). However, over time, these patients eventually progress to a more aggressive and lethal form of PCa, known as androgen-independent PCa (AIPC) (Aragon-Ching and Dahut, 2007). Despite the advancement of PCa therapy, the mortality rate remains high, mainly among AIPC patients (Isaacs, 1994; Fiñones et al., 2013). Furthermore, the effective treatment options for this disease are still lacking, and the drugs available are mostly palliative (Chang, 2007). Therefore, there is an urgent need to identify novel and potent anti-cancer compound to treat AIPC.

Curcumin (diferuloylmethane) (Figure 1A) is a naturally occurring polyphenolic compound extracted from *Curcuma longa* that demonstrated a variety of pharmacological activities, including anti-tumour, anti-inflammatory and chemopreventive properties (Masuda et al., 1993; Anand et al., 2008). Curcumin has been shown to exert anti-cancer effects against various human cancer cells, including pancreatic, lung, colorectal, breast and oral cancer cells, *in vitro* and *in vivo* (Duvoix et al., 2005; Costea et al., 2019). Cell-based and animal models studies have reported that curcumin induced cytotoxic cell death in both androgen-dependent PCa (ADPC) and AIPC (Dorai et al., 2001; Li et al., 2007; Teiten et al., 2010). Curcumin delays an early onset of PCa and inhibits the disease progression by modulating multiple key signalling pathways, including AR, AP-1, PI3K/Akt/mTOR, Wnt/ß-catenin, and several molecular targets such as NF-kB, Bcl-2 and cyclin D1 (Wahab et al., 2020). Also, curcumin has shown to selectively target malignant prostate cells compared to normal human prostate epithelial cells (Srivastava et al., 2007). Despite being categorized as Generally Recognised As Safe (GRAS) by the U.S. Food and Drug Administration (USFDA) (Lao et al., 2006), its applications in chemotherapeutic applications remain restricted due to low aqueous solubility, poor bioavailability and instability (Kudo et al., 2011; Aggarwal et al., 2014). These limitations prompted researchers to synthesize and design various analogues by modifying the curcumin structure to improve chemical stability and anti-cancer potency (Tomeh et al., 2019).

**FIGURE 1:**
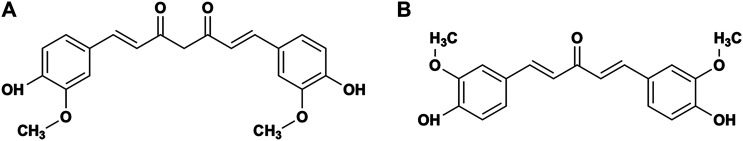
Molecular structure of **(A)** Curcumin and **(B)** 1,5-Bis (4-hydroxy-3-methoxyphenyl)-1,4-pentadien-3-one (MS13).

Diarylpentanoids (DAPs) have gained interest to researchers due to the high degree of anti-cancer activity and stability *in vitro* over its parent compound and other diarylheptanoids in a wide range of cancerous cells (Adams et al., 2004; Ohori et al., 2006; Liang et al., 2009; Katsori et al., 2011; Paulraj et al., 2019). These analogues comprise two aryl rings linked by a five-carbon spacer with deleted reactive ß-diketone moiety exhibited enhanced growth-suppressive activities against several cancer cells (Padhye et al., 2010; Qudjani et al., 2016; Moreira et al., 2020) and improved pharmacokinetics profiles (Vyas et al., 2013). DAPs have been shown to exhibit growth-suppressive activity and prevent tumour progression by modulating a variety of molecular targets and signalling pathways related to inflammation (STAT3, NF-kB), tumour invasion (VEGF), cell proliferation (MAPK/ERK, PI3K/Akt/mTOR, PTEN), cell cycle arrest and cell death (Bax, Bcl-2 and Bcl-xL, cleavage of caspase-2 and PARP) in both *in vitro and in vivo* models (Ohori et al., 2006). Studies of these monocarbonyl analogues that exhibited anti-cancer activity in various cancer cells, including PCa, has been published (Paulraj et al., 2019). Several studies have suggested that several DAPs, including RL118 (Chen et al., 2018), WZ35 (Zhang et al., 2015), Ca27 (Fajardo et al., 2012), Ca37 (Luo et al., 2014), EF24 (Yang et al., 2013) and MS17 (Citalingam et al., 2015) have potential as anti-cancer candidates for the treatment of PCa.

Previously, our group has reported that MS13 (1,5-Bis (4-hydroxy-3-methoxyphenyl)-1,4-pentadien-3-one), a DAP, (Figure 1B demonstrated growth inhibitory effects in time- and dose-dependent manner in prostate (Citalingam et al., 2015), cervical (Paulraj et al., 2015), glioblastoma, neuroblastoma (Lee et al., 2021), and colorectal (Ismail et al., 2020) cancer cell lines. Furthermore, MS13 has also shown to be effective than curcumin in inducing apoptosis by modulating apoptosis pathways in gastric (Yoshida et al., 2018), colorectal (Cen et al., 2009) and pancreatic (Friedman et al., 2009) cancer cells. Nonetheless, the anti-cancer effects and the gene expression profiling of MS13-treated AIPC cells have not been extensively studied. Hence in this present study, we evaluated the cytotoxic activity, anti-proliferative effect, apoptosis induction and anti-migration properties of MS13-treated DU 145 and PC-3 cells. In addition, we also investigated the underlying molecular mechanism of MS13 associated with cell cycle-apoptosis and PI3K pathways, the topmost significant targeted pathways by this compound. This study used two human PCa cell lines, DU 145 and PC-3 cells, which do not express androgen receptor (AR) mRNA and protein expression at the transcriptional level due to epigenetic modification of AR.

## Materials and Methods

### Preparation of Curcumin Analogue (MS13)

Curcumin analogue, MS13 (1,5-Bis (4-hydroxy-3-methoxyphenyl)-1,4-pentadien-3-one), with 326 molecular weight, is a chemically purified diarylpentanoid synthesized by coupling the appropriate aromatic aldehyde with acetone under base catalysed aldol condensation, using a 1:2 ratio of ketone to aldehyde. The compound was determined based on the analysis of spectroscopic data and the comparison of the data with the related compounds. Curcumin was purchased from Sigma Aldrich (Sigma-Aldrich, United States). The stock solution of both compounds was prepared by dissolving in dimethyl sulfoxide (DMSO, Molecular Biology Grade, Sigma-Aldrich, United States) to a final concentration of 50 mM.

### Maintenance of DU 145, PC-3 and WRL 68 Cells

The androgen-independent human prostate cancer cell lines (DU 145, ATCC^®^ HTB-81^™^ and PC-3, ATCC^®^ CRL-1435^™^) cells and human epithelial hepatocytes cell line (WRL-68, ATCC^®^ CL-48^™^) cells were purchased from American Type Culture Collection (ATCC, United States). DU 145 and WRL 68 cells were cultured in Eagle’s Minimum Essential Medium (EMEM) meanwhile, PC-3 cells were cultured in Ham’s F-12 medium (F-12K) (Mediatech, United States). These cells were incubated at 37°C in a humidified atmosphere of 5% CO_2_. All the cell lines were maintained in the respective media supplemented with supplemented with 10% (v/v) fetal bovine serum (FBS) (Gibco, United States) and 1% penicillin (100 U/mL)/streptomycin (100 μg/ml) (Gibco, United States).

### Cytotoxicity Analysis and Anti-proliferative Assay of MS13-Treated DU 145 and PC-3 Cells

Cells were plated in a 96-well plate culture plate (Nunc, Denmark) in triplicates at a density of 1 × 10^5^ cells/ml in 100 μL of culture media. The plate was incubated in a 5% CO_2_ incubator overnight at 37°C to allow cells attachments to the bottom of the wells. After 24 h, the media was replaced with fresh media containing MS13 or curcumin ranging from 1.56–100 μm and incubated at 37°C in a humidified incubator with 5% CO_2_. The cells were incubated for 72 h for cytotoxicity analysis and 24, 48 and 72 h for anti-proliferative assay. The sample compound was prepared in-stock solution of 50 mM in DMSO (Sigma-Aldrich, United States) and diluted in the culture media to working concentration 200 μM. Curcumin was used as a positive control was also prepared in a similar manner. A two-fold serial dilution was performed for each sample in triplicates down the columns of the plate, yielding a final volume and concentration of 100 μL in 0.2% DMSO in each well. Control cells were treated with media containing 0.2% of DMSO. The cell viability and anti-proliferative assay were determined by using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay (Mosmann, 1983). Following incubation, the supernatant was aspirated, and 0.5 mg/ml MTT solution was added and incubated for 4 h at 37°C. To dissolve the formazan crystal, the MTT solution was replaced with 100 μL of DMSO. The absorbance was measured by Biotek EON (Biotek Instrument, United States) microplate reader at a wavelength 570/650 nm. The equation for cell viability percentage as follows:

$$\text{Cell}\;\text{viability}\;\left(\%\right)=\frac{\text{Absorbance}\;\text{of}\;\text{treated}\;\text{sample}\times 100}{\text{Absorbance}\;\text{of}\;\text{control}\;\text{sample}}$$

The half-maximal effective concentration (EC_50_) value was generated using GraphPad Prism version 7.0 (GraphPad Software, United States). EC_50_ value represents the concentration at which the tested compound caused 50% growth inhibitory effect averaged from triplicates absorbance values. Selectivity index (SX) is the degree of selectivity of the compound tested against the cancerous cell, in which values larger than “100” indicates the compound is selective towards cancerous cells and conders minimal toxicity toward non-cancerous cells (Popiołkiewicz et al., 2005; Chew et al., 2012). The value was calculated based on the equation below:

$$\text{Selectivity}\;\text{index}\left(\text{SX}\right)=\frac{{\text{EC}}_{50}\;\text{of}\;\text{cancer}\;\text{cell}\;\text{line}}{{\text{EC}}_{50}\;\text{of}\;\text{cancer}\;\text{cell}\;\text{line}}$$

### Morphological Observation of Apoptotic Cells by Acridine Orange/Propidium Iodide Double Staining Technique Using Fluorescence Microscope

The morphological assessment of cell death was performed using acridine orange (AO) and propidium iodide (PI) double staining. This method was used to differentiate between viable, non-viable cells and cells that undergo early or late apoptosis and necrosis. Cells were seeded in T25 cm^2^ flasks (Nunc) and incubated overnight until they reached 80–90% confluency. Cells were exposed to two different concentrations of MS13 for 24, 48 and 72 h, and each experiment included a set of control cells. A fresh clean pellet of the harvested cells was re-suspended in 150 ml ice-cold 1 × PBS. A mixture of the fluorescent dye staining solution (1:1), comprising 50 μg/ml Acridine Orange and 50 μg/ml Propidium iodide were prepared. A total of 10 µL of AO and PI were added to the pellet and incubated at room temperature in the dark for 5 min. The freshly stained cell suspension was dropped onto a glass slide and observed under a UV-fluorescence microscope (Olympus BX41) attached with Leica LAS X software. Fluorescent detection was observed under the fluorescence microscope using a dual filter set for FITC (green) and rhodamine (red). The different morphological criteria were used to clarify healthy live cells, early or late apoptotic and necrotic cells. The viable cells show an intact green nucleus with round intact structure, an early apoptosis display a dense bright green fluorescent cells exhibits distinct morphological changes like membrane blebbing, shrinkage of the cells and chromatin condensation. On the other hand, late apoptotic cells and necrotic cells will stain with both AO and PI. Hence, late apoptosis exhibits a yellowish orange to bright red cells with bright yellow beads nucleus whilst necrosis appeared as uniformly stained red with intact nuclei (Ng et al., 2013; Nordin et al., 2016). The percentage of viable, apoptotic, and necrotic cells were quantified by counting a minimum of 200 total cells was counted per sample, and the percentage of cells from each population was calculated according to the equation:

$$\text{Percentage}\;\text{of}\;\text{cells}=\frac{\text{number}\;\text{of}\;\text{viable}\;\text{or}\;\text{apoptotic}\;\text{or}\;\text{necrotic}\;\text{cells}\times 100}{200\;\text{cells}}$$

### Quantification of Caspase-3 Activity on MS13-Treated DU 145 and PC-3 Cells

Caspase-3 activity assay was performed using the Caspase-3 Colorimetric Assay Kit (Raybiotech Inc. GA, United States), following the manufacturer’s instruction. This assay is based on spectrophotometric detection of the chromophore p-nitroaniline (pNA) after cleavage from the labelled substrate DEVD-pNA, the pNA light emission can be quantified using a spectrophotometer at 400 or 450 nm. Firstly, cells were seeded in T75 cm^2^ flasks (Nunc) and then treated with MS13 at different concentration (EC_50_ and 2x EC_50_) at various time point 24, 48 and 72 h. Each experiment included a set of control cells (media with DMSO). Harvested cells were resuspended in chilled Cell Lysis Buffer, and the concentration of the protein lysate was determined by using Pierce BCA Protein Assay Kit (Thermo Scientific, United States) based on manufacturer’s protocols. The 2x Reaction Buffer (containing 10 mM DTT) was added to each sample for each assay. The reaction was started by the addition of 5 μL of the 4 mM DEVD-pNA substrate incubated at 37°C for 2 h. The absorbance was measured at 400 nm using a microplate spectrophotometer (BioTek™ EON™ Microplate Spectrophotometers, Fisher Scientific, United States). The data was presented in the fold-change of absorbance from treated cells against absorbance from control based on the equation below:

$$\text{Fold}\text{−}\text{change}=\frac{\text{Absorbance}\;\text{reading}\left(400\;\text{nm}\right)\text{of}\;\text{treated}\;\text{cells}}{\text{Absorbance}\;\text{reading}\left(400\;\text{nm}\right)\text{of}\;\text{untreated}\;\text{cells}}$$

### Quantification of Bcl-2 Cellular Protein Concentration Using Enzyme-Linked Immunosorbent Assay on MS13-Treated DU 145 and PC-3 Cells

Bcl-2 cellular protein concentration was quantified using the Human Bcl-2 Platinum ELISA Kit (Affymetrix eBioscience, Vienna, Austria) based on the manufacturer’s instruction. The kit is able to detect the human Bcl-2 by solid-phase sandwich ELISA which is designed to measure the amount of target bound between a matched antibody pair. The cells were seeded in T75 cm^2^ flasks (Nunc) and treated with different concentration of MS13 (EC_50_ and 2x EC_50_) at 24, 48 and 72 h. Each experiment included a set of control cells (media with DMSO). The concentration of protein lysate was also determined by using Pierce BCA Protein Assay Kit (Thermo Scientific, United States). The Bcl-2 concentrations of the samples were obtained by comparing the absorbance obtained against the standards at 450 nm by using a microplate spectrophotometer (BioTek™ EON™ Microplate Spectrophotometers, Fisher Scientific, United States). Data was presented in the fold-change of absorbance from treated cells against absorbance from untreated cells (control) based on the equation below:

$$\text{Fold}-\text{change}=\frac{\text{Absorbance}\;\text{reading}\left(450\;\text{nm}\right)\text{of}\;\text{treated}\;\text{cells}}{\text{Absorbance}\;\text{reading}\left(450\;\text{nm}\right)\text{of}\;\text{untreated}\;\text{cells}}$$

### Cell Migration Inhibition Assay (In-Vitro Scratch-Wound Healing Assay) on MS13-Treated DU 145 and PC-3 Cells

Cells were seeded in triplicates in 24 well plates (Nest, Denmark) overnight at 37°C in a humidified incubator to a nearly confluent cell monolayer. The monolayer cells then carefully scratched using a yellow pipette tip to draw a liner “wound” of each well, and the debris was removed. The cells were treated with MS13 (EC_50_ and 2× EC_50_), incubated at 37°C, and photographed under a microscope for 0, 6, 12, 24, and 30 h. The control well was added with media and DMSO. The anti-migration ability of MS13 was determined by using *in vitro* scratch wound assay and analysed by using the ImageJ software based on the method described by Liang et al., 2007 (Liang et al., 2007). The area of the wounds was measured using an ImageJ software macro tool; MRI wound healing tool on Fiji (Fiji Is Just ImageJ) platform (Schindelin et al., 2015). The area measurements of each wound were converted into percentage by using the formula:

$$\begin{array}{l} \%\;\text{of}\;\text{scratch}\;\text{wound}\;\text{closure}:100\%-\%\;\text{of}\;\text{wound}\;\text{remaining}*\\ {}*\text{wound}\;\text{remaining}=\frac{\text{measurement}\;\text{at}\;\text{time}\left(6,12,24,30,48\;\text{h}\right)\times 100}{\text{measurement}\;\text{at}\;\text{time}\;0\;\text{hour}} \end{array}$$

### Statistical Analysis

All samples were measured in triplicates from three independent experiments. Comparison between sets of data was performed by using one way and two-way analysis of variance (ANOVA) followed by Dunnett’s multiple group comparison test. Results presented as mean ± standard deviation (SD). Statistically significant differences between groups were accepted at *p* ≤ 0.05. All statistical analyses were performed using GraphPad Prism Version 7.0 (GraphPad Software Inc., La Jolla, CA, United States).

### Induction of Apoptosis of MS13-Treated Cell Lines

In order to examine the gene expression profiling affected by MS13 on the prostate cancer cell lines, both DU 145 and PC-3 cells were seeded at the density of 1 × 10^7^ cells in T75 cm^2^ flasks (Nunc) and incubated overnight to allow cells attachment at 37 °C in a humidified incubator with 5% CO_2_. The cells were incubated with 16 μM of MS13 for 24 h duration based on the EC_50_ values. Meanwhile, the untreated cells received only media with only DMSO. After 24 h treatment, the treated cells were harvested by pre-warmed accutase® Cell Detachment Solution (Innovative Cell Technologies, San Diego, CA, United States), washed with 2 ml of 1× PBS (Corning^®^) and centrifuged twice to obtain a fresh clean pellet. Then, the fresh pellet was re-suspended in 1,000 ml of 1x PBS (Corning^®^), kept on ice and further to RNA extraction. The experiment was performed in three biological replicates.

### Total RNA Extraction and Gene Expression Analysis

Total RNA was extracted from MS13-treated DU 145 and PC-3 cells and untreated controls using the RNeasy Mini Kit (Qiagen, Valencia, CA, United States) as per the manufacturer’s instructions. The QIAshredder spin columns (Qiagen, Valencia, CA, United States) was used for homogenization. RNA concentration and purity were determined by using a NanoPhotometer (Implen, Munich, Germany). A ratio of absorbance at 260/280 nm ∼2.0 was accepted as pure and was used for Nanostring^®^ analysis. A nCounter PanCancer Pathway Panel (Nanostring Technologies, Seattle, WA, United States) was used. Triplicate wells were assayed for each experiment, and three independent experiments were performed.

### Gene Expression Analysis

Gene expression profiling was performed by Nanostring^®^ nCounter Technology (Nanostring Technologies, Seattle, WA, United States), using the nCounter PanCancer Pathway Panel (Nanostring Technologies, Seattle, WA, United States), which consists of a panel 770 genes associated with 13 pathways of cancer. Results were analysed using the Nanostring nSolver 4.0 and Advanced Analysis Module, plugin (Ver.2) with R statistical software and normalization of housekeeping genes were obtained from the geNorm algorithm. Differential expression of the treated cells was compared with untreated cells (control), with the fold change and *p* values calculated using nSolver default settings. Genes were considered as significant differentially expressed genes (DEGs) based on the criteria of fold-change (FC) ≥ 2, *p*. adjusted ≤0.05, and a false discovery rate (FDR) ≤ 0.05.

## Results

### Cytotoxicity and Anti-proliferative Effects of MS13-Treated DU 145 and PC-3 Cells

To evaluate the *in vitro* dose-dependent cytotoxicity and selectivity index effects, DU 145, PC-3 and WRL 68 (normal human liver epithelia) cell lines were incubated with different concentration of MS13. Overall, MS13 induced cytotoxic effects against DU 145 and PC-3 cells in a dose-dependent manner. MS13-treated DU 145 cells has shown a significant reduction of cell viability beginning from 3.1 μM onwards to about 97%. The cell viability was reduced to 78% at 6.3 μM, followed by less than 10% from 12.5 to 100 μM. Meanwhile, MS13-treated PC-3 cells has shown a significant reduction of cell viability by approximately 88% at 12.5 μM and continue to decrease below than 4% from 25 to 100 μM. Besides, curcumin showed a significant cell inhibitory effect at 50 μM with 25% cell viability in DU 145. However, in PC-3 treated cells, 57% cell viability was noted at 25 μM, while 10% was observed at 50 μM (Figures 2A,B,D,E). Hence, this indicated that curcumin is less cytotoxic compared to MS13 against both cell lines.

**FIGURE 2:**
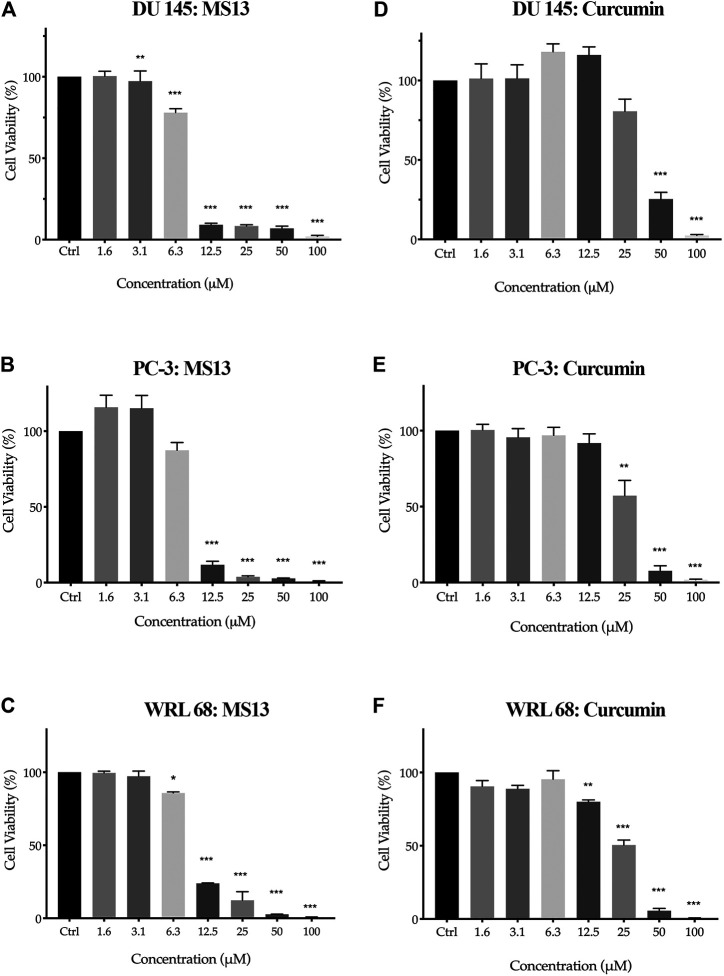
The cell viability effects of MS13 and curcumin against DU 145, PC-3 and WRL 68 compared to control **(A)** DU 145 for MS13, **(B)** PC-3 for MS13, **(C)** WRL 68 for MS13, **(D)** DU 145 for Curcumin, **(E)** PC-3 for Curcumin and **(F)** WRL 68 for Curcumin. Experiments were performed in triplicates, and results are compared between three independent experiments (*n* = 3) by using ANOVA. Results are expressed as means ± SE. *p ≤ 0.05, **p ≤ 0.001, ***p ≤ 0.0001 indicates statistically significant differences between the means of values obtained with treated vs untreated cells.

MS13 has exhibited lower EC_50_ values (DU 145; 7.57 ± 0.2 μM and PC-3; 7.80 ± 0.7 μM) while curcumin displayed a higher value of EC_50_ (DU 145; 34.25 ± 2.7 μM and PC-3; 27.77 ± 6.4 μM). Furthermore, MS13 also exhibited lower EC_50_ value for WRL 68 cells (9.31 ± 0.2 μM) compared to curcumin (26.45 ± 3.3 μM). (Table 1) this indicated that a higher dose of MS13 was required to decrease the cell viability of WRL 68 by 50% compared to PCa cells.

**TABLE 1:** The EC_50_ values of MS13 and curcumin on DU 145 and PC-3 and normal epithelial hepatocytes cell line (WRL 68) for 72 h incubation time.

Compounds	EC_50_ values (μM) of MS13 on cell lines		
	DU 145	PC-3	WRL 68
MS13	7.57 ± 0.2	7.80 ± 0.7	9.31 ± 0.2
Curcumin	34.25 ± 2.7	27.77 ± 6.4	26.45 ± 3.3

^a^Curcumin was used as a positive control. Results are shown as a mean ± standard error from three independent experiments.

Selective index values of MS13 and curcumin were also evaluated where the value greater than 100 suggests that the compounds are less toxic to normal cells but greater toxicity towards PCa cells. MS13 showed higher SX values in both PCa cells (DU 145; 122.8 μM and PC-3; 119.17 μM) compared to curcumin (DU 145; 77.2 μM and PC-3; 95.25 μM)(Table 2). In summary, MS13 treatment on DU 145 and PC-3 cells showed a higher potency with a lower dose-dependent cytotoxic effect compared to curcumin. MS13 also exhibits low toxicity against normal human cell lines compared to curcumin.

**TABLE 2:** The selective index (SX) values of MS13 and curcumin on each tested prostate cancer cell lines (DU 145 and PC-3) and normal epithelial hepatocytes cell lines (WRL 68) for 72 h incubation time.

Compounds	WRL68 (normal human epithelial hepatocytes)	
	DU 145 cells	PC-3 cells
MS13	122.8	119.17
Curcumin	77.2	95.25

SX values >100 indicate that the cytotoxicity effect of the tested compound is greater towards cancer cells.

The evaluation of the anti-proliferative activity has shown that MS13 inhibited the proliferation of DU 145 and PC-3 cells in a dose- and time-dependent manner. The percentages of cell viability of the cells were decreased as the concentration of MS13 increased and prolonged exposure time. MS13-treated DU 145 cells have displayed significant inhibition of cell proliferation at 12.5 μM onwards for 24, 48 and 72 h. At 24 h, the cell viability was significantly reduced by approximately 29% and about 66 and 91% at 48 and 72 h, respectively. A significant gradual reduction of cell proliferation was observed when treated with 25–100 μM by 47–98% for all time points (Figure 3A). Likewise, a significant reduction of anti-proliferative activity in MS13-treated PC-3 cells was observed from 12.5 μM onwards by approximately 50% at 24 h, and 82 and 88% at 48 and 72 h, respectively. Doses from 25 to 100 μM were continuously showed a significant reduction of cell viability by 75–99% for all time points (Figure 3B). As for curcumin, the treatment on DU 145 cells displayed a significant reduction in cell proliferation only at 100 μM at 24 h and 50 μM at both 48 and 72 h. On the other hand, curcumin treatment on PC-3 cells showed a significant reduction at 50 μM for 24 and 48 h while at 25 μM for 72 h (Figure 3C,D). It was also noted that the vehicle-treated controls (DMSO only) have shown a significant increase in the cell viability between 24 and 72 h, indicating that cell proliferation increases as a function of time. But a decrease in cell viability was noted in cells treated with MS13 (Figure 3E). As a summary, these results indicated that MS13 exhibited low toxicity, enhanced cytotoxicity and greater anti-proliferative activity against DU 145 and PC-3 cells compared to curcumin.

**FIGURE 3:**
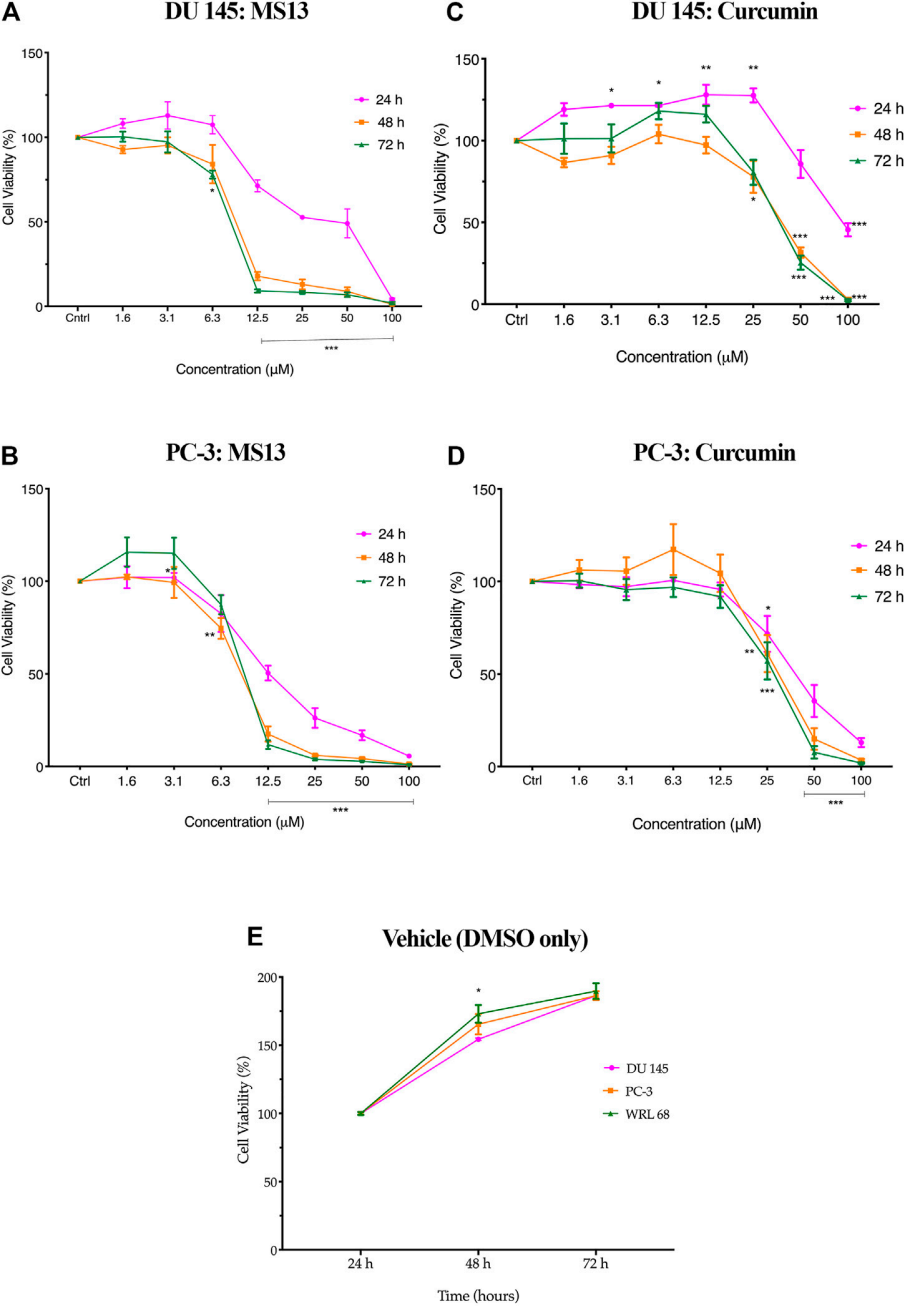
The anti-proliferation effect of MS13 and curcumin against DU 145 and PC-3 cell lines at 24, 48, and 72 h. Experiments were performed in triplicates, and results are compared between three independent experiments (*n* = 3) by using ANOVA. Results are expressed as means ± SE. *p ≤ 0.05, **p ≤ 0.001, ***p ≤ 0.0001 indicates statistically significant differences between the means of values obtained with treated vs untreated cells (control).

### Morphological Assessment of Apoptotic Cells by Acridine Orange/Propidium Iodide Double Staining Technique Using Fluorescence Microscope

The apoptotic changes in terms of colour and morphology in MS13-induced DU 145 and PC-3 cells were analysed at 24, 48 and 72 h by using acridine orange (AO) and propidium iodide (PI) double staining technique. In MS13-treated DU 145, under untreated condition, viable cells are characterized by intact green-coloured cells exhibited a spherical structure, indicating no signs of apoptosis. After 24 h of incubation with 7.57 µM of MS13, a dense bright green fluorescent cells exhibited distinct morphological changes like membrane blebbing, shrinkage of the cells and chromatin condensation were increased, signifying a shift from viable to early apoptotic cells. As the concentration of MS13 increased to 15.14 μM, a higher proportion of a yellowish orange to bright red cells were observed, indicating the majority of the cells underwent late apoptosis. Meanwhile, after 48 h of incubation with 7.57 μM, a heterogeneous population of early and late apoptotic cells was noted, exhibited by a higher intensity of a dense bright green and a yellowish orange to bright red fluorescence cells. This indicated an increasing number of apoptotic cells with an increasing length of incubation. An increased number of cells turned from a dense yellowish orange to bright red cells was observed as the concentration of MS13 increased. Upon 72 h of incubation, as the mixture of cells emits dense yellowish orange to bright red cells and distinct apoptotic bodies increased, a proportion of reddish cells that defined necrotic cells were also increased. A higher proportion of uniform red or orange-stained cells were observed as the MS13 dose was increased (Figure 4A).

**FIGURE 4:**
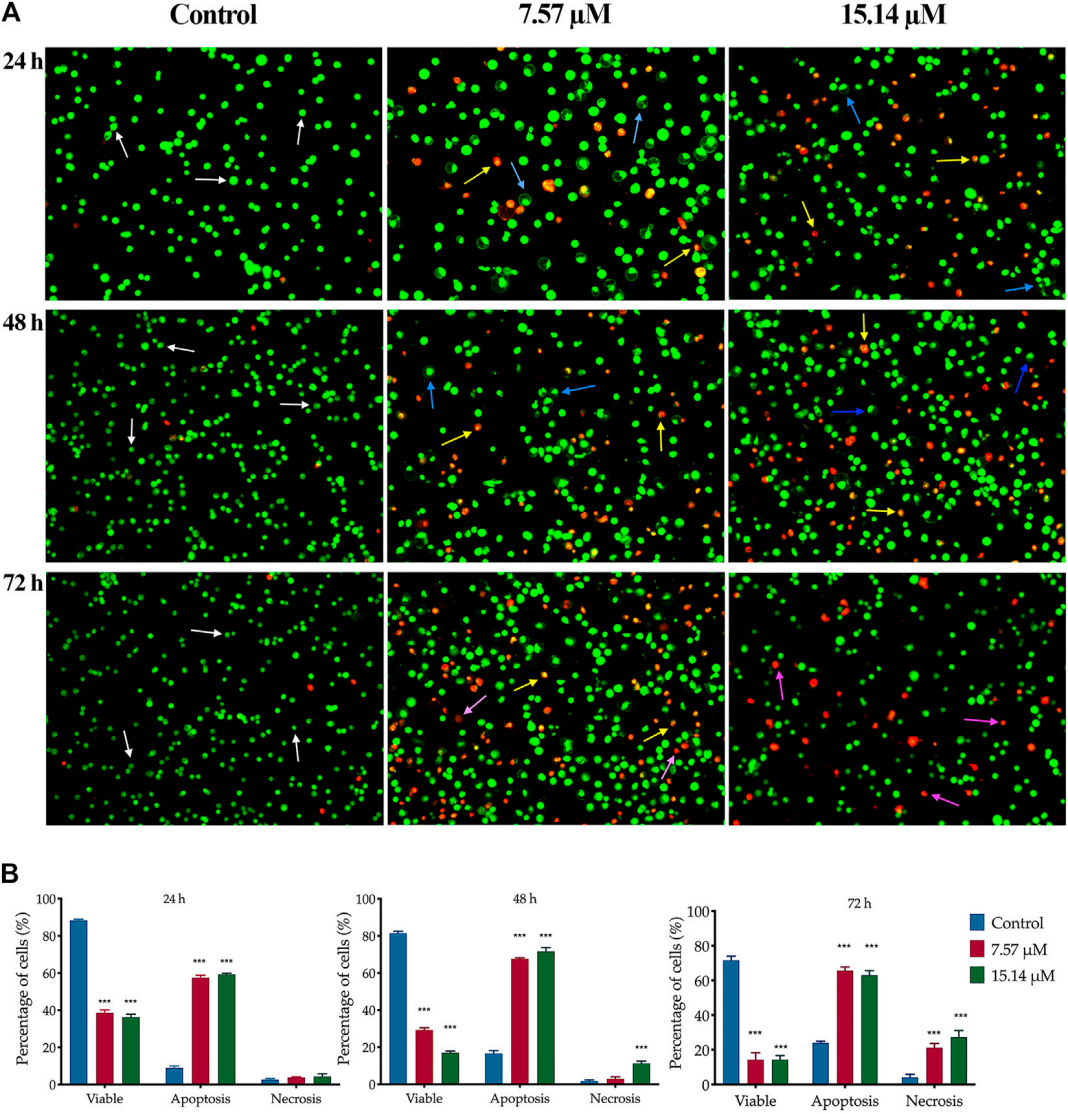
Morphological and quantitative analysis of apoptotic cells by acridine orange/propidium iodide (AO/PI) in MS13-treated DU 145 cells. **(A)** Detection by fluorescent microscopy of AO/PI double-stained DU 145 cells treated with MS13 at 7.57 and 15.14 µM for 24, 48 and 72 h. Untreated viable cells emit uniformly green fluorescence (white arrow), while early apoptotic cells emit a dense bright green fluorescence, exhibited membrane blebbing and chromatin condensation (blue arrow). Late apoptosis cells stained with a dense bright orange-red with visible yellow beads (yellow arrow). Necrotic cells showed a red appearance (purple arrow). Magnification 100×. h–hours. **(B)** Percentage of cell populations in DU 145 treated with MS13 for 24, 48, and 72 h. Treated and non-treated cells were double-stained with AO/PI. Minimum 200 cells were counted per sample, and the percentage of cells from each population (viable, apoptosis and necrosis) was calculated. Results are expressed as means ± SE. Experiments were performed in triplicates, and results are compared between three independent experiments (*n* = 2) by using ANOVA. *p ≤ 0.05, **p ≤ 0.001, ***p ≤ 0.0001 indicates statistically significant differences between the means of values obtained with treated vs untreated cells (control).

A similar pattern of cell proportion was observed in MS13-treated PC-3 cells (Figure 5A). At the treatment concentration of 7.80 µM after 24 h displayed a dense bright green-stained cells exhibited distinct morphology features of apoptosis and a dense bright orange-red stained cells indicating early and late apoptotic cells (Zimmermann et al., 2001). As the time prolonged to 48 and 72 h, a higher proportion of mixture between a dense bright green and a dense bright orange-red stained cells was seen. A dense bright orange-red cells increased after treatment with 15.60 µM, signifying abundant cells in the late stages of apoptosis. At 72 h, a number of cells stained red was observed when treated with 7.80 µM and become more apparent as the dose of MS13 increased. Nevertheless, the number of uniform red-stained cells was generally very low in both MS13-treated cells, suggesting that cell death occurred mainly due to apoptosis rather than necrosis. Overall, the morphological observation revealed that MS13 could induce apoptosis in DU 145 and PCa cells in a time and dose-dependent manner.

**FIGURE 5:**
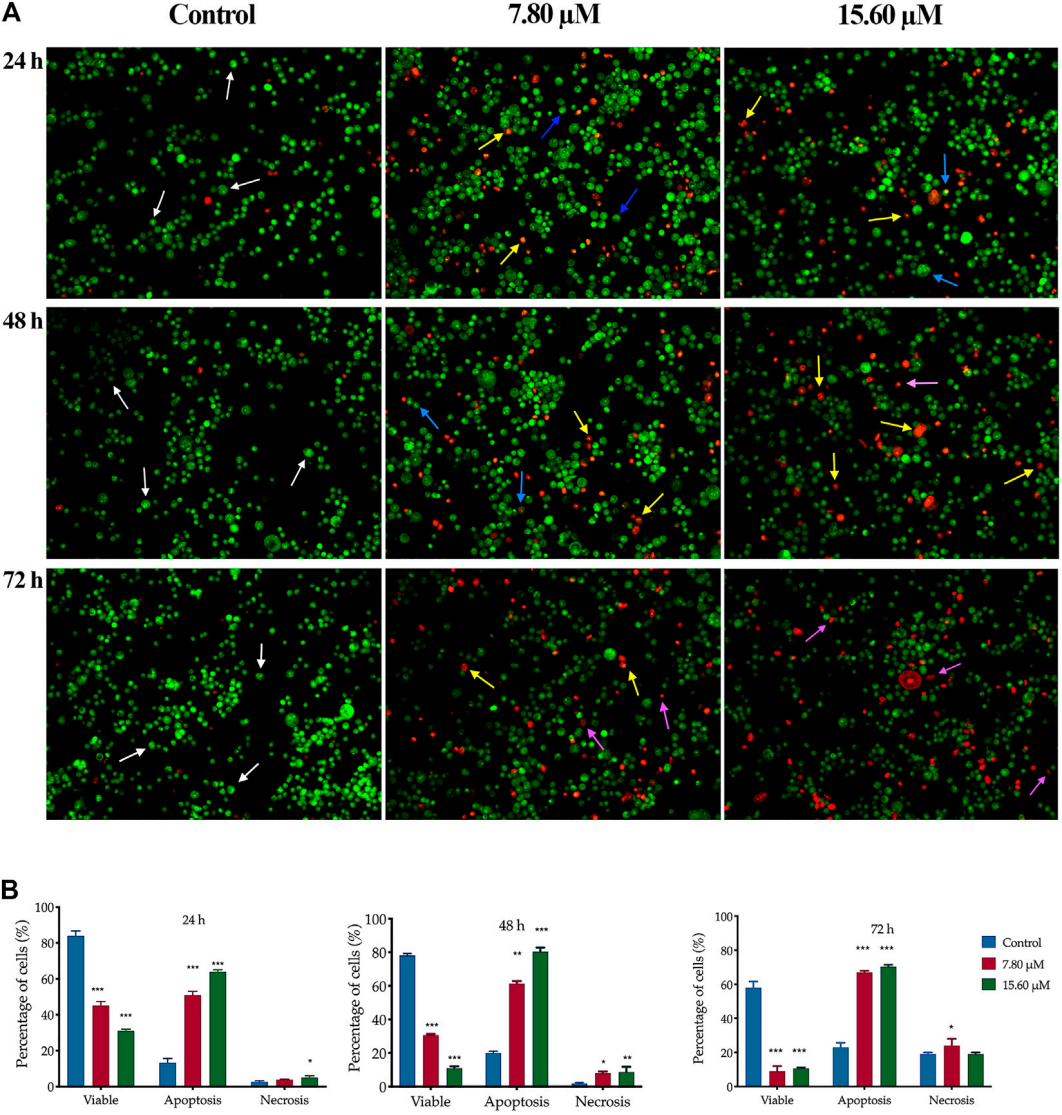
Morphological and quantitative analysis of apoptotic cells by acridine orange/propidium iodide (AO/PI) in MS13-treated PC-3 cells. **(A)** Detection by fluorescent microscopy of AO/PI double-stained PC-3 cells treated with MS13 at 7.80 and 15.60 µM for 24, 48 and 72 h. Untreated viable cells emit uniformly green fluorescence (white arrow), while early apoptotic cells emit dense bright green fluorescence exhibited membrane blebbing and chromatin condensation (blue arrow). Late apoptosis cells stained with dense bright orange-red with visible yellow beads (yellow arrow). Necrotic cells showed a red appearance (purple arrow). Magnification 100 x. h–hours. **(B)** Percentage of cell populations in PC-3 cells treated with MS13 for 24, 48, and 72 h. Treated and non-treated cells were double-stained with AO/PI. Minimum 200 cells were counted per sample, and the percentage of cells from each population (viable, apoptosis and necrosis) was calculated. Results are expressed as means ± SE. Experiments were performed in triplicates, and results are compared between three independent experiments (*n* = 2) by using ANOVA. *p ≤ 0.05, **p ≤ 0.001, ***p ≤ 0.0001 indicates statistically significant differences between the means of values obtained with treated vs untreated cells (control).

### Quantitative Analysis of the Morphology Assessment of Apoptotic Cells by Acridine Orange/Propidium Iodide (AO/PI) Double Staining Technique Using Fluorescence Microscope

The percentage of viable, apoptotic and necrotic cells were quantitatively determined. An early and late apoptosis groups were combined to indicate an apoptotic activity for this analysis. In MS13-treated DU 145 cells, the percentage of viable cells was significantly decreased at 24 h in a dose-dependent manner when treated with 7.57 μM (39%) and 15.14 μM (36%) compared to the control (66%). After 48 h incubation, there was a greater reduction in the cell viability to 29 and 17% for 7.57 and 15.14 μM, respectively. The percentage of viable cells was further reduced significantly to 14% for both doses after 72 h. Untreated cells exhibited a high percentage of viable cells, with 57 and 45% after 48 and 72 h. The percentage of cells that underwent apoptosis at 24 h was relatively low at all treatment doses; 7.57 μM (58%) and 15.14 μM (59%). However, the percentage of apoptotic cells increased after 48 h with 68 and 72% when treated with 7.57 and 15.14 μM, respectively. The untreated cells that underwent apoptosis were relatively low for 24 h (32%) and 48 h (41%), including after 72 h (50%). The percentage of the necrotic cells was relatively low at 24 h, approximately 4% for all doses and increased from 3 to 11% at 48 h. Upon 72 h, the percentage of apoptotic cells showed 66 and 63% for both doses at 72 h. Although apoptotic was relatively high at 72 h but, necrotic cells were noted to increase at this time up to approximately 20–30% for 7.57 and 15.14 μM, respectively (Figure 4B).

The same dose-dependent pattern was shown in MS13-treated PC-3 cells. A significantly higher apoptotic activity was shown at 48 h when treated with 7.80 μM (61%) and 15.60 μM (80%) with relatively low necrotic cells, 8 and 9%, respectively. At 72 h, the percentage of apoptotic cells increased when treated with 7.8 μM (67%), with a slight increment following treatment with 15.60 μM (70%). The necrotic cells were highest at 72 h compared to 24 and 48 h with 20% for 7.8 μM and 24% for 15.60 μM. Besides, the viable cells were decreased as the doses increased compared to the control (Figure 5B). In summary, MS13 induced higher apoptotic activity at 24 and 48 h with a low percentage of necrosis in both PC-3 and DU 145 cells in a time- and dose-dependent manner.

### Caspase-3 Activity and Bcl-2 Protein Concentration on MS13-Treated DU 145 and PC-3 Cells

In MS13-treated DU 145 cells, the results showed a significant increase of caspase-3 activity at 48 h when treated with 7.57 μM. However, caspase-3 activity was slightly decreased as the dose increased to 15.14 μM. A similar trend was observed in MS13-treated PC-3 cells incubated with 7.80 and 15.60 μM at 48 h. There were no significant differences in caspase-3 activity at 72 h for both doses compared to untreated cells in both cells. In PC-3 cells, treatment with 7.80 μM showed no significant increase of caspase-3 activity at 24 and 72 h, but an increase was observed with 15.6 μM treatment for 24 h compared to untreated cells. The results indicated that the MS13 induces the highest caspase-3 activity at 48 h in both DU 145 and PC-3 cells (Figure 6A).

**FIGURE 6:**
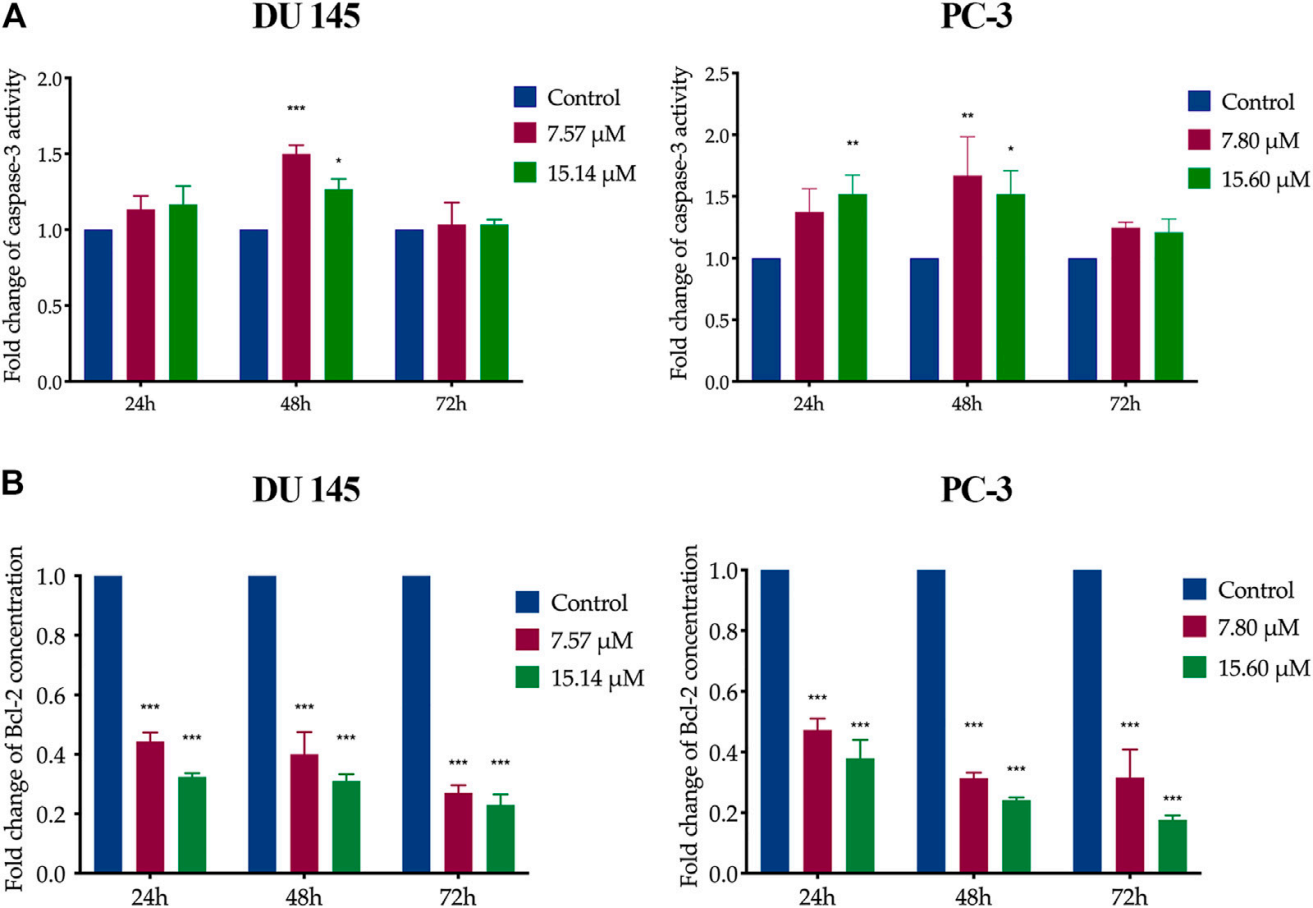
Caspase-3 activity and Bcl-2 protein concentration on MS13-treated DU 145 and PC-3 cells. **(A)** Caspase-3 activity in DU 145 and PC-3 cells measured at 24, 48 and 72 h. **(B)** Bcl-2 protein concentration in DU 145 and PC-3 cells treated with MS13 measured at 24, 48 and 72 h. Results are expressed as means ± SE. Experiments were performed in duplicates, and results were compared between two independent experiments (*n* = 2) using ANOVA. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 indicate statistically significant differences between the means of values obtained with treated vs untreated cells (control).

On the other hand, data analysis showed a significant and progressive decrease in Bcl-2 concentration from 24 to 72 h when treated with 7.57 and 7.80 μM of MS13 in DU 145 and PC-3 cells, respectively. However, increased doses of MS13 to 15.14 μM for DU 145 and 15.60 μM for PC-3 with a similar incubation period, a further reduction of Bcl-2 concentration was noted (Figure 6B). Hence, the results suggest that MS13 significantly suppress the Bcl-2 protein concentration in a dose and time-dependent manner for both PCa cells. Therefore, MS13 has shown the occurrence of apoptosis in a time and dose-dependent manner by increasing the caspase-3 activity while reducing the level of Bcl-2 protein treated in AIPC cells.

### Cell Migration Analysis (*In vitro* Scratch Wound Healing Assay) on MS13-Treated DU 145 and PC-3 Cells

A wound healing assay was performed to assess the effect of MS13 on cell migration. The results have shown that the control filled the entire wound gap after 24 h for DU 145 and PC-3 cells (Figure 7 and Figure 8). Quantitatively, the percentage of scratch wound closure for untreated cells at 24 and 30 h following wound infliction were from 97 to 100% for both cells (Figure 9). Overall, MS13 treatment reduced wound closure, indicating significant inhibition of cell migration in DU 145 and PC-3 cells, compared with control. MS13-treated DU 145 cells exhibited wider wound gaps even after 24 and 30 h of treatment with 7.57 and 15.14 μM. Treatment with 7.57 μM MS13 have shown a significant decrease in the percentage of wound closure area with 50–74% from 12 to 30 h. As the dose increased (15.14 μM), the results showed a greater reduction of wound closure percentage ranging from 33 to 63% for all time points, indicating the anti-migratory role of MS13 (Figure 7 and Figure 9A). In contrast, PC-3 cells treated with 7.80 μM MS13 has shown a completely covered wound at 30 h. Data has shown that the wound closure was not significantly decreased when incubated with 7.80 μM compared to control for 6, 12 and 30 h but significant at 24 h time point. Meanwhile, treatment with 15.60 μM has shown wider gaps remained at 30 h. There was a significant decrease of wound closure percentage at 43, 66 and 77% for 12, 24 and 30 h, respectively in 15.60 μM MS13-treated PC-3 cells (Figure 8 and Figure 9B). The findings indicated the anti-migratory role of MS13 in DU 145 and PC-3 treated cells.

**FIGURE 7:**
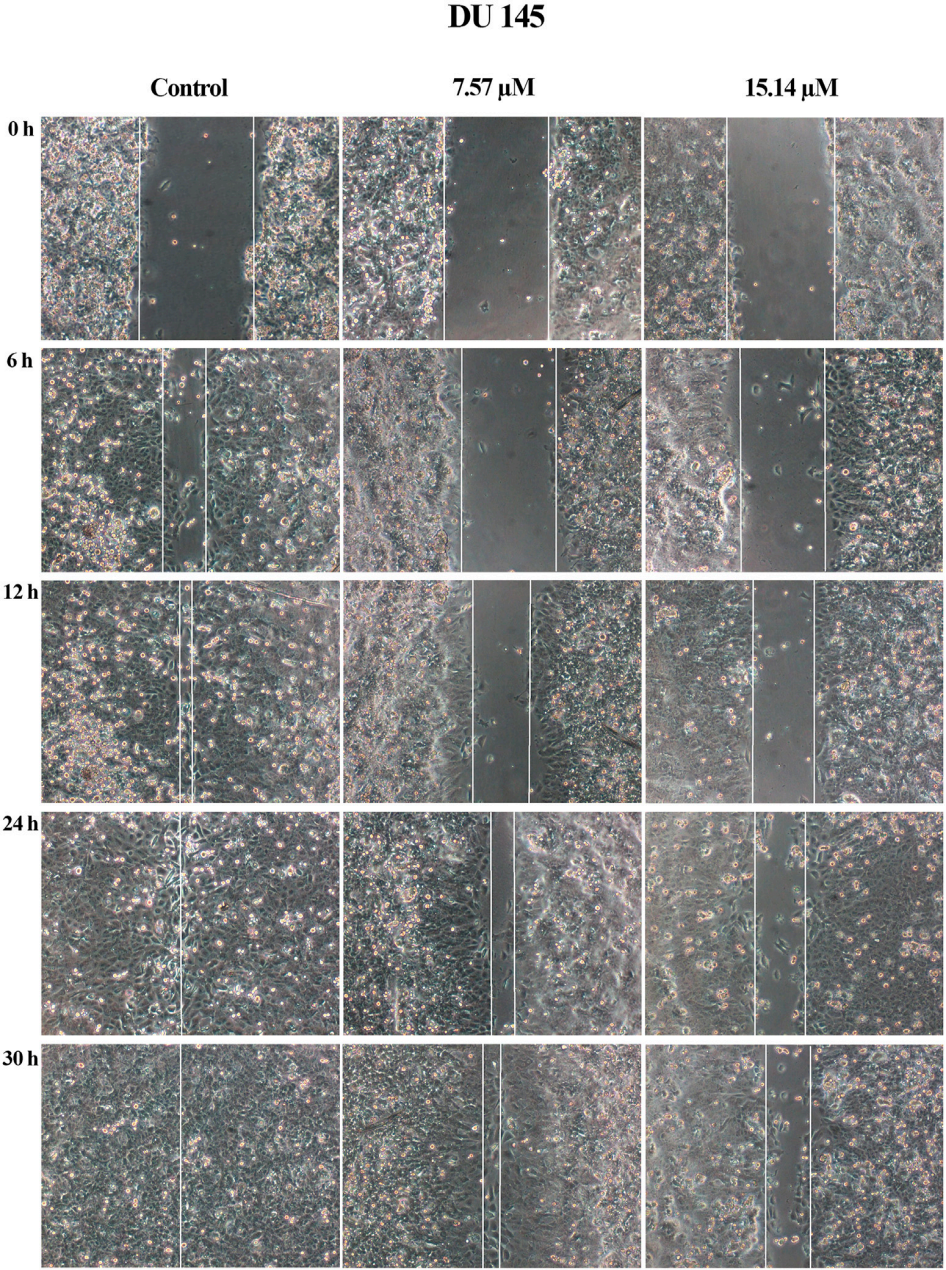
Cell migration photomicrographs from *in vitro* scratch wound healing assays of DU 145 cells treated with MS13 at 7.57 and 15.14 μM. The controls were treated with media and DMSO. The same area was captured at 0, 6, 12, 24 and 30 h after wound infliction. The cell-free region is showed with the white line.

**FIGURE 8:**
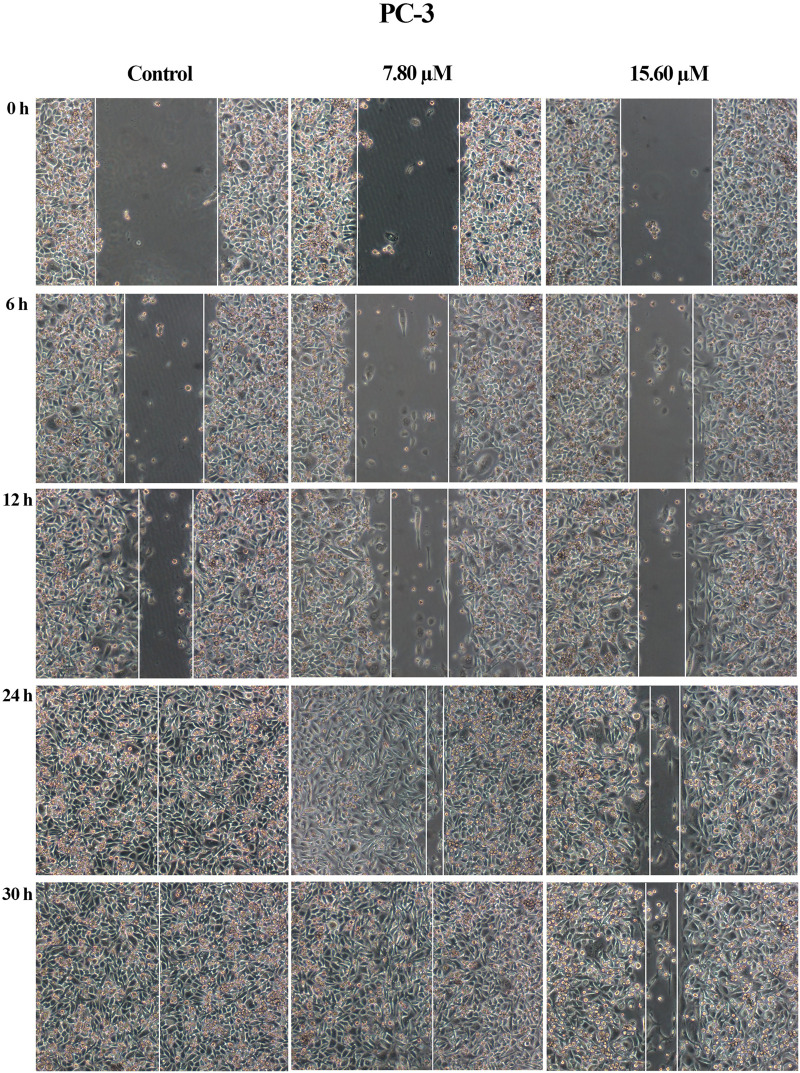
Cell migration photomicrographs from *in vitro* scratch wound healing assays of PC-3 cells treated with MS13 7.80 and 15.60 μM. The controls were treated with media and DMSO. The images from the same area were captured at 0, 6, 12, 24 and 30 h after wound infliction. The cell-free region is showed with the white lines.

**FIGURE 9:**
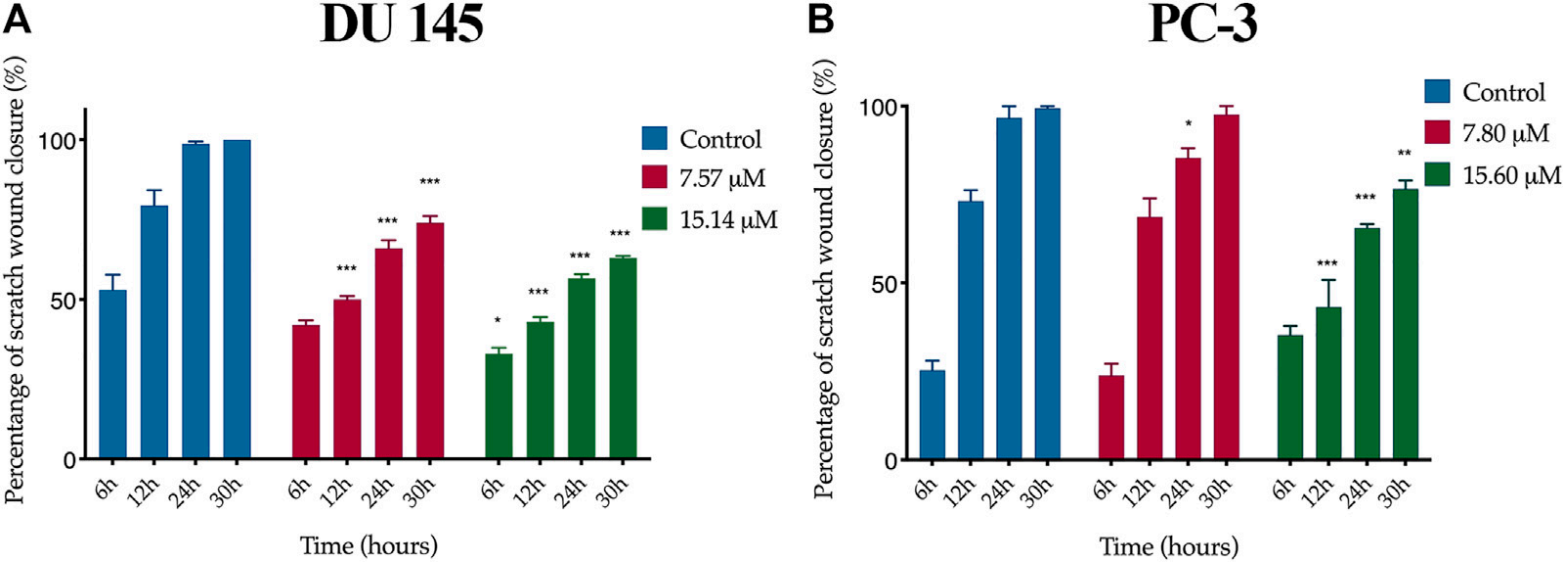
Quantification of cell migration of **(A)** DU 145 and **(B)** PC-3 cells treated with MS13. Controls were treated with media and DMSO only. The wound width was measured at 0, 6, 12, 24 and 30 h. The free-region cells after scratch were compared with the area of 0 h. Results are expressed as means ± SE. Experiments were performed in triplicates, and results are compared between three independent experiments (*n* = 3) by using ANOVA. *p ≤ 0.05, **p ≤ 0.001, ***p ≤ 0.0001 indicates statistically significant differences between the means of values obtained with treated vs untreated cells (control).

### Gene Expression of MS13-Treated DU 145 and PC-3 Cells

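DU 145 and PC-3 are established human prostate cancer cell lines that grow without androgen, and MS13 is a diarylpentanoid, a synthetic analog of curcumin. Total RNA from control cells and from cells exposed to 16 µM MS13 for 24 h was hybridised to the nCounter panel, with 3 samples in each of the 4 groups. In this assay each transcript binds a capture probe and a reporter probe with a colour code, and the codes are counted without amplification, so a value is the number of codes counted for 1 gene. The panel lists 770 genes of cancer pathways with their housekeeping genes, beside 8 negative and 6 positive control probes. The values taken for re-analysis were raw counts before any background subtraction or normalization. Summed over the panel genes, the samples held 482298 to 560157 counts in DU 145 controls, 508284 to 604629 in MS13-treated DU 145 cells, 543954 to 587294 in PC-3 controls and 437471 to 495514 in MS13-treated PC-3 cells.

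Counts were scaled by the geometric mean of the 39 panel housekeeping genes present, and genes with a mean of at least 10 over the 12 samples were tested with edgeR's quasi-likelihood test, 685 genes in all. A gene is called changed at a Benjamini-Hochberg adjusted p of 0.05 or less, and a DEG where the fold change is also at least 2. Of the 12 pairs of replicates within a group, 11 differed by more than counting noise (chi-square per degree of freedom 1.17 to 2.21). PC-3 control replicates 2 and 3 did not differ beyond the sampling noise (1.04 per degree of freedom), so their counts were added and they count as 1 sample, which leaves n = 2 in PC-3 controls and n = 3 in the other groups. Replicates lay close to counting noise, and the p-values measure a difference against that small spread only. The negative probes set a background limit of 26.9 normalized counts in DU 145 controls, 20.4 in MS13-treated DU 145 cells, 27.4 in PC-3 controls and 33.8 in MS13-treated PC-3 cells (mean of the probes plus 2 SD).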

Anti-cancer properties of MS13 on DU 145 and PC-3 was further investigated using nCounter PanCancer Pathway Panel (Nanostring Technologies, United States) gene expression analysis. Based on the apoptosis induction studies, the doses of MS13 at 16 µM (2x EC_50_) were used for both DU 145 and PC-3 cells, incubated for 24 h. 

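Heat shock genes were among the largest rises in MS13-treated cells of both lines. HSPA6, a heat shock protein 70 gene induced by stress, rose from the background level of control DU 145 cells to 10530.4 ± 332 (SD, n = 3) normalized counts, at least 392-fold above the background limit. In PC-3 cells it reached 34704 ± 1957 (SD, n = 3), at least 1267-fold above that limit. HSPA1A, another heat shock protein 70 gene nearly identical to HSPA1B, whose transcripts its probe may not tell apart, rose from 44.9 ± 8.84 (SD, n = 3) to 2284 ± 107 (SD, n = 3) in DU 145 cells and from 38.4 ± 2.74 (SD, n = 2) to 3793 ± 326 (SD, n = 3) in PC-3 cells. HSPB1, which encodes the small heat shock protein HSP27, rose from 351 ± 29.9 (SD, n = 3) to 6065 ± 269 (SD, n = 3) in DU 145 and from 515 ± 8.51 (SD, n = 2) to 6983 ± 76.4 (SD, n = 3) in PC-3 cells. Of the 10 measured genes of heat shock and endoplasmic reticulum stress, 8 rose and 1 fell in DU 145 cells, and 7 rose and 2 fell in PC-3 cells (8 and 1, and 7 and 2, adjusted over the list alone), where leaving out 1 replicate gave 0 to 2 falls in PC-3 cells. TMM gave 8 up and 0 down in DU 145 and 7 up and 0 down in PC-3 cells, and the positive control probes 8 up and 0 down, and 7 up and 2 down. The set test camera called this list higher than the other genes in both lines (adjusted p = 1.6e-15 and 2.8e-07), and with an estimated correlation the call held in DU 145 (adjusted p = 0.013) but not in PC-3 cells (adjusted p = 0.35).

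In DU 145 cells MMP3, a matrix metalloproteinase, rose to 282 ± 23.4 (SD, n = 3), at least 10.5-fold above the background limit that its controls did not reach. The largest falls there were of HIST1H3G, a histone H3 gene, at a log2 fold change of -3.29 (SE 0.053), and of HDAC4, a histone deacetylase, at -2.89 (SE 0.14). In PC-3 cells the largest falls were of the histone H3 genes HIST1H3B and HIST1H3H, of PLAT and PLAU, the tissue and urokinase plasminogen activators, and of POLE2, a subunit of DNA polymerase epsilon. PLAT, at 8006 ± 253 (SD, n = 2) in PC-3 controls, fell to 1747 ± 121 (SD, n = 3), a log2 fold change of -2.19 (SE 0.043). Probes of the nearly identical histone H3 genes may share transcripts. However, HIST1H3G lay under the background limits in PC-3 cells, where HIST1H3B was abundant in the controls.

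In DU 145 cells 435 genes changed, 133 up and 302 down, and 200 of them were DEGs, 65 up and 135 down. In PC-3 cells 407 genes changed, 157 up and 250 down, and 135 were DEGs, 48 up and 87 down. Both means lay under the background limits for 198 tested genes in DU 145 and 197 in PC-3 cells, and changed genes among them were not counted. No background was subtracted, and after scaling the limit was lower with MS13 in DU 145 but higher in PC-3 cells. Among genes with a mean of at least 50, 366 changed in DU 145 (122 up and 244 down) and 362 in PC-3 cells (134 up and 228 down). The balance of up and down rests on the scaling: the median log2 fold change of the tested genes was -0.32 in DU 145 and -0.066 in PC-3 cells, and 0.082 and 0.10 with edgeR's TMM scaling. With TMM the changed genes split 227 up and 203 down in DU 145 and 214 up and 214 down in PC-3 cells, and the DEGs 86 up and 60 down and 66 up and 57 down. TMM takes most genes as unchanged and centres their log ratios near 0. A near-even split of the changed genes therefore follows from the method and does not decide the balance. Scaled by the positive control probes, a choice made after seeing the data, they split 182 up and 226 down (DEGs 77 up and 89 down) in DU 145 cells and 141 up and 269 down (DEGs 39 up and 108 down) in PC-3 cells.

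**Figure D1:**
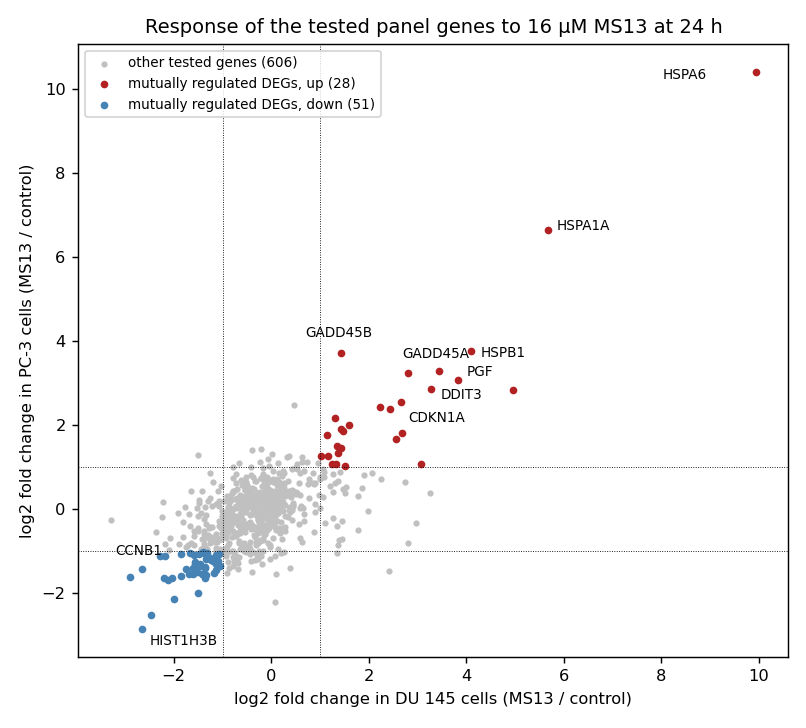
Each point is a tested gene, with its log2 fold change (MS13 over control) in DU 145 cells on the horizontal axis and in PC-3 cells on the vertical axis. Dotted lines mark a fold change of 2, and coloured points are DEGs in both lines in the same direction, 28 up and 51 down. HSPA6 and HSPA1A lie farthest to the upper right.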

Genes with a filter of two-fold-cut-off, *p*. adjusted ≤0.05, and FDR ≤0.05 were defined as significant differentially expressed genes (DEGs). Overall, the data revealed that MS13 affected mutually regulated DEGs which associated with 12 canonical cancer pathways, including MAPK, JAK-STAT, PI3K, RAS, cell cycle-apoptosis, Wnt, DNA damage repair, driver gene, transcriptional misregulation, chromatin modification, notch and TGF-ß pathways.

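Among the genes that changed at least 2-fold in both cell lines were members of many pathways. FOS and JUN, which encode subunits of the AP-1 transcription factor in the MAPK pathway, rose with log2 fold changes of 2.81 (SE 0.062) and 1.48 (SE 0.062) in DU 145 and 3.24 (SE 0.076) and 1.87 (SE 0.074) in PC-3 cells. DDIT3, the stress-induced transcription factor CHOP, rose from 625 ± 31.4 (SD, n = 3) to 6085 ± 168 (SD, n = 3) normalized counts in DU 145 cells and from 551 ± 7.37 (SD, n = 2) to 4036 ± 109 (SD, n = 3) in PC-3 cells. Among driver genes, NPM1 (nucleophosmin) rose by 2.23 (SE 0.081) and 2.43 (SE 0.081) on the log2 scale in DU 145 and PC-3 cells, and CYLD, a deubiquitinase that restrains NF-kB, by 1.30 (SE 0.057) and 2.18 (SE 0.067). MGMT, which repairs alkylated guanine, had log2 fold changes of -2.17 (SE 0.081) and -1.10 (SE 0.093). JAG2, a Notch ligand, stood at -1.47 (SE 0.066) and -1.34 (SE 0.079), and LTBP1, which binds latent TGF-beta, at -1.69 (SE 0.14) and -1.54 (SE 0.048). IDH2, the mitochondrial isocitrate dehydrogenase in the chromatin list, had values of -1.59 (SE 0.060) and -1.09 (SE 0.062). With TMM the PC-3 values of MGMT and IDH2 were -0.93 and -0.92, under 2-fold.

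In all, 79 genes were DEGs in both lines in the same direction. Of these, 28 were up, against 4.55 expected of independent lists (one-sided Fisher's exact test, p = 2.3e-19), and 51 were down, against 17.1 expected (p = 2.8e-18, same exact test). The test takes genes as independent and includes genes at background, which are rarely DEGs in either line. The expected numbers may therefore be too low and the p-values too small. FST, INHBB and TSPAN7 were DEGs in opposite directions, but FST and INHBB lay under the background limit in DU 145 controls and TSPAN7 in both PC-3 groups, where its call ends without PC-3 MS13 replicate 3. Pathway lists were written from general knowledge, not from NanoString's assignment. By these lists the mutually regulated DEGs numbered 2 in JAK-STAT, 3 in RAS, 2 in Wnt, 8 in DNA damage repair, 10 among driver genes, 7 in transcriptional misregulation, 3 in chromatin modification, 1 in Notch and 4 in TGF-beta signalling. Hedgehog signalling held 1, BMP6, whose PC-3 means lay under the background limits, and none with the stricter filter, with the positive control probes, or without PC-3 MS13 replicate 1 or PC-3 control replicate 3. These counts depend on the scaling: with TMM they were 3 in JAK-STAT, 3 in RAS, 0 in Wnt, 1 in DNA damage repair, 5 among driver genes, 10 in transcriptional misregulation, 1 in chromatin modification, 3 in Notch and 3 in TGF-beta signalling. With the positive control probes they were 2 in JAK-STAT, 2 in RAS, 1 in Wnt, 5 in DNA damage repair, 9 among driver genes, 6 in transcriptional misregulation, 3 in chromatin modification, 1 in Notch and 2 in TGF-beta signalling. Adjusted over the list alone, no list's count of changed genes in either direction moved by more than 3. With TMM the mutually regulated DEGs were 39 up and 20 down, and with the positive control probes 25 up and 40 down.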

However, our findings indicated that the cell cycle-apoptosis and PI3K pathways were the most significantly dysregulated following MS13 treatment. 

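Most measured genes of mitosis and DNA replication fell in both cell lines. Of 19 measured genes of mitotic entry and mitosis, 2 rose and 15 fell in DU 145 cells and 1 rose and 14 fell in PC-3 cells (2 and 15, and 1 and 14, adjusted over the list alone). TMM gave 3 up and 13 down in DU 145 and 3 up and 12 down in PC-3 cells, and the positive control probes 3 up and 14 down, and 1 up and 14 down. PTTG2, a securin-like gene whose probe may also bind PTTG1, fell by 1.31 and 1.03 on the log2 scale in DU 145 and PC-3 cells (SE 0.044 and 0.054). Of 18 genes of DNA replication and S phase, 1 rose and 14 fell in DU 145 cells and 1 rose and 15 fell in PC-3 cells (1 and 14, and 1 and 15, adjusted over the list alone). For these TMM gave 4 up and 11 down in DU 145 and 1 up and 15 down in PC-3 cells, and the positive control probes 3 up and 11 down, and 1 up and 15 down. HIST1H3B, a histone H3 gene made in S phase and among the most abundant transcripts of the panel, fell from 20574 ± 250.3 (SD, n = 3) to 3300.2 ± 188 (SD, n = 3) normalized counts in DU 145 and from 20857 ± 312 (SD, n = 2) to 2907 ± 41.4 (SD, n = 3) in PC-3 cells. POLE2 had log2 fold changes of -1.50 (SE 0.053) and -1.99 (SE 0.078), and CDC6, which loads the replicative helicase, rose in DU 145 cells by 1.78 (SE 0.039) and in PC-3 cells by 0.33 (SE 0.049). Of 17 genes of G1 phase, 4 rose and 10 fell in DU 145 cells and 4 rose and 11 fell in PC-3 cells (4 and 10, and 4 and 11, adjusted over the list alone). In this list TMM gave 7 up and 7 down in DU 145 and 4 up and 10 down in PC-3 cells, and the positive control probes 5 up and 8 down, and 4 up and 11 down. RB1, the retinoblastoma gene, had -1.38 (SE 0.059) and -1.03 (SE 0.067), and CCND1, the gene of cyclin D1, -0.71 (SE 0.046) and -1.21 (SE 0.041).

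Of 26 genes of PI3K subunits, AKT and mTOR signalling, 5 rose and 16 fell in DU 145 cells and 6 rose and 10 fell in PC-3 cells (5 and 16, and 6 and 10, adjusted over the list alone), and with TMM 9 and 11 in DU 145 and 10 and 8 in PC-3 cells. With the positive control probes the list split 7 and 11 in DU 145 and 6 and 14 in PC-3 cells. PPP2R2C, a regulatory subunit of protein phosphatase 2A, had a log2 fold change of -2.36 (SE 0.10) in DU 145 cells.

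Counted over whole pathways, 26 of 95 cell cycle-apoptosis genes were mutually regulated DEGs, 4 up and 22 down, or 27.4% against 11.5% of all tested genes (one-sided Fisher's exact test, adjusted p = 3.6e-05 over 13 pathways). The MAPK list held 17 of 91, 14 up and 3 down (18.7%, adjusted p = 0.14 by the same exact test). Its adjusted p by that test ran from 0.0098 to 0.42 over all settings tried, so the call depends on the setting. HSPA6, HSPB1 and DDIT3, which the list of heat shock and endoplasmic reticulum stress also holds, are among these MAPK genes. The PI3K list held 11 of 117, 5 up and 6 down (9.40%, adjusted p = 1.00 by the same exact test). This placed cell cycle-apoptosis at rank 1 and PI3K at rank 3 of the 13 by number, and PI3K at rank 6 by share. Both means lay under the background limits for 198 tested genes in DU 145 and 197 in PC-3 cells, and only 13 and 10 DEGs were among them. The shares and ranks do not account for how many such genes each list holds. All changed cell cycle-apoptosis genes came to 18 up and 60 down in DU 145 and 19 up and 57 down in PC-3 cells (18 and 61, and 19 and 57, adjusted over the list alone), while TMM gave 29 up and 49 down in DU 145 and 24 up and 53 down in PC-3 cells, and the positive control probes 24 up and 51 down, and 18 up and 58 down. For PI3K they came to 27 up and 50 down, and 29 up and 37 down (27 and 50, and 28 and 37, adjusted over the list alone). This balance turns with TMM, which gave 42 up and 30 down in DU 145 and 42 up and 33 down in PC-3 cells, and the positive control probes 33 up and 36 down, and 25 up and 42 down. The test camera called cell cycle-apoptosis lower than the other genes in both lines (adjusted p = 0.012 and 0.0027), but not with an estimated correlation (adjusted p = 0.90 and 0.54). With TMM 12 cell cycle-apoptosis genes were mutually regulated DEGs and the list came after MAPK, which held 17. The adjusted p of cell cycle-apoptosis by Fisher's exact test ran from 3.8e-06 to 0.43 over all settings tried. From the DEGs that both lines share, the paper selects the genes of these pathways for closer study, and it proposes that MS13 acts on proliferation, migration and apoptosis through them.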

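The cyclin genes CCNA2 and CCNB1, the CDC25 phosphatase genes CDC25B and CDC25C, the kinase genes CDC7, PKMYT1, TTK, AKT1 and PRKDC, and SKP2, TFDP1, SMAD3, PPP3CB and ENDOG passed the test with a fold change of at least 2 down in DU 145 and in PC-3 cells. CDKN1A, which encodes the CDK inhibitor p21, the growth arrest genes GADD45A and GADD45B, and PIK3R3, a regulatory subunit of PI3K, passed it with at least 2-fold up in both. These 18 genes were picked by the study from these same samples, so their count is not independent evidence of a direction. The difference between the lines itself passed the interaction test for 10 of them, for 13 with TMM and for 12 with the positive control probes. With TMM, 9 of the 18 remained DEGs in both lines, because AKT1, CDC25C, CDC7, PKMYT1, PPP3CB, PRKDC, SKP2, SMAD3 and TTK had log2 fold changes between -0.96 and -0.66 in DU 145 cells, under 2-fold.

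**Figure D2:**
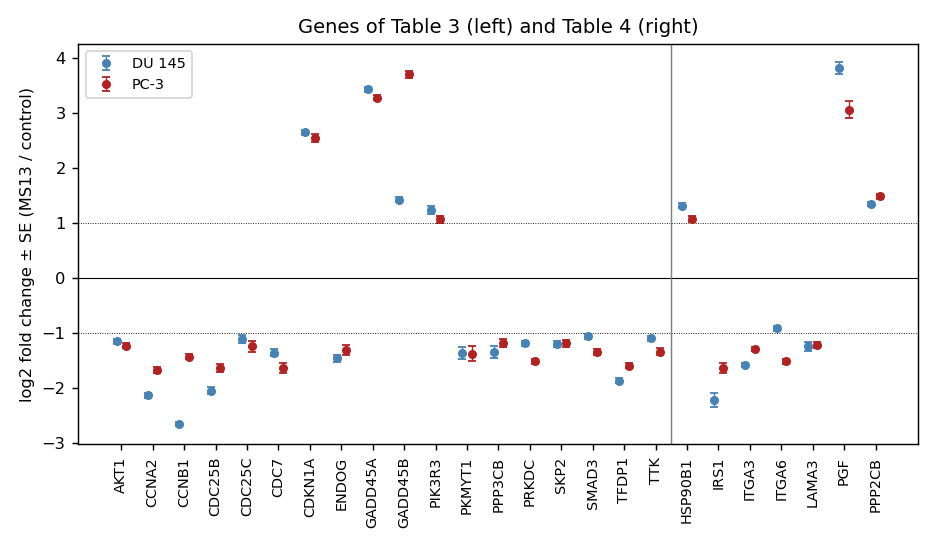
Log2 fold change (MS13 over control) of the genes of Table 3, left of the grey line, and Table 4, right of it, in DU 145 (blue) and PC-3 cells (red). Points are estimates from edgeR with bars of 1 standard error, and dotted lines mark a fold change of 2. GADD45B lies higher in PC-3 than in DU 145 cells and CCNB1 lies lower in DU 145 cells. For PIK3R3 and HSP90B1 the PC-3 points lie just above the upper dotted line and fall under it when scaled by the positive control probes.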

A total of 18 mutually DEGs was associated with cell cycle-apoptosis pathway, of which 14 were downregulated, and 4 were upregulated (Table 3). 

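The integrin gene ITGA3, the laminin gene LAMA3 and IRS1, the insulin receptor substrate, passed the test with at least 2-fold down in both lines, and HSP90B1, PGF and PPP2CB with at least 2-fold up in both. ITGA6, another integrin gene, fell in both lines, past 2-fold in PC-3 but not in DU 145 cells. Accordingly, 6 of these 7 genes, which the study chose on these samples, were mutually regulated DEGs. For 6 of the 7 the response differed between the lines by the interaction test, against 3 with TMM and 5 with the positive control probes. With TMM LAMA3 dropped under 2-fold in DU 145 cells, and with the positive control probes LAMA3 and HSP90B1 left the count (5 and 4 genes).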

Besides, MS13 treatment has also altered the expression of 7 DEGs associated with PI3K pathway, 4 were downregulated, and 3 were upregulated (Table 4). Therefore, the mutually regulated DEGs associated with cell–cycle apoptosis and PI3K pathways were selected for further analysis that may implicate MS13 anti-cancer activity.

**TABLE 3:** Mutually regulated differentially expressed genes (DEGs) associated with cell cycle-apoptosis pathway following 16 μM treatment of MS13 in DU 145 and PC-3 cells at 24 h.

Gene symbol	Gene name	Accession	DU 145		PC-3	
			Fold-change	*p*-value^a^	Fold-change	*p*-value
AKT1	v-akt murine thymoma viral oncogene homolog 1	NM_005163.2	−2.5	6.54E-07	−2.0	1.71E-06
CCNA2	Cyclin A2	NM_001237.2	−4.9	6.57E-09	−2.8	8.74E-06
CCNB1	Cyclin B1	NM_031966.2	−7.0	9.93E-09	−2.3	5.56E-06
CDC25B	Cell division cycle 25B	NM_021873.2	−4.9	6.41E-06	−2.8	8.59E-07
CDC25C	Cell division cycle 25C	NM_001790.2	−2.5	5.09E-04	−2.2	0.000159
CDC7	Cell division cycle 7	NM_003503.2	−2.9	9.88E-06	−2.8	0.000244
CDKN1A	Cyclin-dependent kinase inhibitor 1A (p21, Cip1)	NM_000389.2	5.9	3.97E-08	7.6	4.21E-06
ENDOG	Endonuclease G	NM_004435.2	−3.2	1.24E-05	−2.3	0.000182
GADD45A	Growth arrest and DNA-damage-inducible, alpha	NM_001924.2	10.0	2.73E-09	11.6	3.4E-08
GADD45B	Growth arrest and DNA-damage-inducible, beta	NM_015675.2	2.5	2.17E-05	16.8	2.12E-06
PIK3R3	Phosphoinositide-3-kinase, regulatory subunit 3 (gamma)	NM_003629.3	2.3	0.000139	2.5	9.32E-05
PKMYT1	Protein kinase, membrane associated tyrosine/threonine 1	NM_004203.3	−2.8	9.83E-04	−2.3	0.00296
PPP3CB	Protein phosphatase 3, catalytic subunit, beta isozyme	NM_001142354.1	−2.7	0.00112	−2.0	0.000859
PRKDC	Protein kinase, DNA-activated, catalytic polypeptide	NM_006904.6	−2.5	1.94E-07	−2.5	1.45E-05
SKP2	S-phase kinase-associated protein 2, E3 ubiquitin protein ligase	NM_005983.2	−2.6	3.26E-05	−2.0	0.000171
SMAD3	SMAD family member 3	NM_005902.3	−2.3	2.41E-06	−2.2	9.08E-06
TFDP1	Transcription factor Dp-1	NM_007111.4	−4.1	4.9E-06	−2.6	3.83E-06
TTK	TTK protein kinase	NM_003318.3	−2.4	3.75E-05	−2.2	4.44E-07

a *p*-value calculated using nSolver default settings.

**TABLE 4:** Mutually regulated differentially expressed genes (DEGs) associated with PI3K pathway following 16 μM treatment of MS13 in DU 145 and PC-3 cells at 24 h.

Gene symbol	Gene name	Accession	DU 145		PC-3	
			Fold-change	*p*-value	Fold-change	*p*-value
HSP90B1	Heat shock protein 90 kDa beta (Grp94), member 1	NM_003299.1	2.3	2.9E-05	2.5	9.62E-05
IRS1	Insulin receptor substrate 1	NM_005544.2	−4.9	0.000507	−2.9	0.000286
ITGA3	Integrin, alpha 3 (antigen CD49C, alpha 3 subunit of VLA-3 receptor)	NM_005501.2	−3.3	1.2E-09	−2.1	2.47E-06
ITGA6	Integrin, alpha 6	NM_000210.1	−2.1	6.35E-06	−2.4	6.1E-07
LAMA3	Laminin, alpha 3	NM_000227.3	−2.7	1E-04	−2.0	8.59E-05
PGF	Placental growth factor	NM_002632.5	22.0	4.9E-05	8.9	0.00047
PPP2CB	Protein phosphatase 2, catalytic subunit, beta isozyme	NM_001009552.1	2.3	2.65E-07	3.3	1.31E-08

## Discussion

Based on the results, MS13 has shown to decrease the percentage of viable cells in both DU 145 and PC-3 in a dose-dependent manner. The EC_50_ values of MS13 for PC-3 and DU 145 cells were 7.80 ± 0.7 μM and 7.57 ± 0.2 μM, respectively, much lower than curcumin. Overall, these results are in agreement with previously published data (Lin et al., 2009; Suarez et al., 2010; Citalingam et al., 2015). Besides, MS13 exhibits lower toxicity and highly selective towards PCa cells than normal cells, as indicated by SX values. MS13 showed better cytotoxic activity compared to the parent compound, curcumin against human normal cells, which was consistent with the data described previously (Citalingam et al., 2015; Paulraj et al., 2015; Ismail et al., 2020; Lee et al., 2021). An earlier study reported that FLLL11, which has an identical chemical structure as MS13 was less cytotoxic as curcumin towards human normal cell lines of lung fibroblast (WI-38), bladder smooth muscle and mammary epithelial (non-malignant MCF-10A) (Cen et al., 2009). Moreover, MS13 exhibited a greater anti-proliferative activity against both PCa cells over curcumin in a time and dose-dependent manner. In DU 145 cells, significant inhibition of cell proliferation was observed at 12.5 μM, with a gradual reduction at 25 μM onwards for all time points. Similarly, PC-3 treated cells showed a significant decrease of cell viability beginning at 12.5 μM for 24, 48 and 72 h. This suggests that MS13 inhibits cell proliferation of PCa cells at a lower concentration than curcumin in a time- and dose-dependent manner, consistent with a previous study using bromodeoxyuridine (BrdU) cell proliferation assay (Citalingam et al., 2015). Additionally, chemical modification, including deletion of β-diketone moiety and replacement to five-carbon spacer between the two aromatic rings, have resulted in greater cytotoxic and growth inhibitory effects and enhanced MS13 stability and bioavailability (Gupta et al., 2017; Moreira et al., 2020). Also, other features have been linked to increasing the stability and pharmacokinetic profile of MS13 over curcumin, including the two identical diphenyl rings, the symmetric diphenylpentanoids, the monocarbonyl diarylpentanoids scaffold (α, β-unsaturated ketone), specific substitution at the phenyl rings and retains the curcumin’s 3-oxo-1,4-pentadiene linker (Lin et al., 2006; Liang et al., 2009). Previous studies reported that MS13 demonstrated greater growth inhibition at lower EC_50_ value compared to curcumin in multiple cancer cell lines, including colorectal (Cen et al., 2009; Liang et al., 2009), nasopharyngeal (Liang et al., 2009), breast (Lin et al., 2009), gastric (Yoshida et al., 2018) and pancreatic (Friedman et al., 2009) cancer cells.

Apoptosis is closely related to the survival of cancers and has become an important factor in the development of anti-cancer therapeutic agents (An et al., 2019). MS13 has also been reported to be a more potent inducer of apoptosis than curcumin (Lin et al., 2009). Therefore, the apoptosis-inducing ability of MS13 was investigated by using morphological observations and biochemical assays, including caspase-3 activity and Bcl-2 concentration. The morphology analysis revealed that a dense bright green fluorescent cells with the occurrences of distinct morphological features of apoptosis like membrane blebbing, shrinkage of the cells, and chromatin condensation, were observed after 24 h in MS13-treated DU 145, indicated early apoptosis. As the MS13 dose increased, the cells underwent late apoptotic, marked as an increased population of yellowish orange to bright red fluorescence cells, with the yellow beads in the centre, due to increased permeability of PI (Haugland, 2002; Ng et al., 2013). Notably, the morphological observations were consistent with the quantitative data obtained. The percentage of apoptotic cells in treated DU 145 was significantly increased for both doses at 24 h compared to the control, and a similar trend was observed in PC-3 cells. The highest percentage of apoptotic cells was noted at 48 h for DU 145 (68%; 7.57 µM and 72%; 15.14 µM) and PC-3 (61%; 7.8 µM and 80%; 15.60 µM) as the doses increased. A decrease in the number of apoptotic cells and an increase of necrotic cells was noted at 72 h for both doses in these cell lines. The highest apoptotic activity was observed at 48 h with a higher dose of MS13. The morphological and quantitative assessments revealed that MS13 induced apoptosis in a time and dose-dependent manner. Besides, the percentage of necrotic cells remained low in all treatments, thus indicated that MS13 induce apoptosis rather than necrosis.

Caspases play an important in the execution of apoptosis and lead to the characteristic of morphology changes of the cells undergoing apoptosis, including cell shrinkage, chromatin condensation, and DNA fragmentation (Mansoor et al., 2011). Among these apoptotic caspases, caspase-3 is considered the most important executioner of caspases to mediate apoptosis and has become a primary target for cancer treatment (Los et al., 2002). In this present study, a significant increase of caspase-3 activity was noted in treated DU 145 and PC-3 cells at 48 h, both doses compared to the untreated cells. An earlier study reported that FLLL11 induced caspase-3 activity and cleavage of PARP in pancreatic and colorectal cancer cells (Padhye et al., 2010). Recent studies on DAPs also reported that MS13 (Ismail et al., 2020) and B63 (Rajamanickam et al., 2017) induced apoptosis by activating caspase-3 in colon cancer cells. Bcl-2 is an anti-apoptotic protein, and its overexpression correlates with tumorigenesis, while its inhibition has been a promising strategy for cancer treatment (García-Aranda et al., 2018). Overexpression of Bcl-2 is frequently observed in AIPC, resulting in the evasion of apoptosis (Kim et al., 2017). Hence, Bcl-2 protein has been considered an important target for anti-cancer therapeutics (Hata et al., 2015). Our study reported that Bcl-2 cellular protein was reduced significantly in a time- and dose-specific manner. A greater reduction was noted as the dose was increased to 15.14 µM for DU 145 and 15.60 µM for PC-3 cells. In agreement with the recent study, MS13 induced apoptosis by suppressing the Bcl-2 level in colon cancer cells (Ismail et al., 2020). Similar results were reported when a diarylpentanoid, DM-1 treated in melanoma cells and EF24 in hepatocellular carcinoma cells (Liu et al., 2012; Faião-Flores et al., 2013). Besides, studies on multiple human colon cancer cell lines indicated that DAPs induced apoptosis by activating caspase-3 activity (Subramaniam et al., 2008; Selvendiran et al., 2010; Liang et al., 2017; Min et al., 2020) and reducing Bcl-2 protein (Lin et al., 2011; He et al., 2016). These findings suggest that activation of caspase-3 and downregulation of Bcl-2 in treated cells demonstrated the apoptosis-inducing ability of MS13.

Cell migration is a key feature of metastatic progression for cancers (Paul et al., 2017). Herein, we demonstrated the ability of MS13 in exhibiting anti-migratory effects in DU 145 and PC-3 cells. Based on the cell migration photomicrographs, DU 145 and PC-3 cells incubated with approximately 8 μM of MS13 have displayed wide wound gaps between cells compared to untreated cells after 24 h. Wider wound gaps were noted as the dose of MS13 increased to approximately 16 μM for both cell lines at all incubation periods. Meanwhile, the untreated cells filled the entire wound gaps at 24 h for both cell lines. Besides, quantitative data also showed a consistent result, thus indicating anti-migratory effects of MS13. Supportively, FLLL11 and other diarylpentanoid FLLL12 had shown greater anti-migratory activity than curcumin against breast cancer cells (Lin et al., 2009). Also, similar observations were noted when PCa cells were treated with a diarylpentanoid, Ca37 (Luo et al., 2014). Furthermore, other diarylpentanoids, are EF24, and CH-5 have also exhibited an anti-migratory effect on hepatocellular carcinoma and human gastric cancer cell lines, respectively (Zhao et al., 2016; Silva et al., 2018). These findings suggest that MS13 inhibits the migration of AIPC cells in a dose-dependent manner, which may consequently interfere with these cells' metastatic ability.

For gene expression analysis, our results demonstrated that several DEGs are mutually regulated despite the different biological properties of DU 145 and PC-3 cells. 

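Beside the shared DEGs, many genes responded differently in the 2 cell lines. NFKBIA, the inhibitor of NF-kB, fell in DU 145 cells with a log2 fold change of -1.19 (SE 0.039) and rose in PC-3 cells with 0.64 (SE 0.046), an interaction of 1.82 (SE 0.060, adjusted p = 1.5e-42). ITGA2, an integrin gene, rose in DU 145 cells by 1.40 (SE 0.062) and had -0.72 (SE 0.046) in PC-3 cells, an interaction of -2.12 (SE 0.077, adjusted p = 1.3e-39). DUSP5, a phosphatase that switches off ERK, rose from 884 ± 35.4 (SD, n = 3) to 5883 ± 196 (SD, n = 3) normalized counts in DU 145 cells, and from 1938 ± 23.5 (SD, n = 2) to 3026 ± 11.6 (SD, n = 3) in PC-3 cells. ID1, a BMP target that blocks differentiation factors, fell from 5593 ± 43.1 (SD, n = 3) to 1177 ± 39.7 (SD, n = 3) in DU 145 cells, while in PC-3 cells its log2 fold change was -0.19 (SE 0.039). With TMM the PC-3 value of ID1 was -0.022 and its call ended.

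The effect in PC-3 minus that in DU 145 cells passed the interaction test of edgeR for 344 of 685 genes, 218 higher and 126 lower in PC-3 cells, and by at least 2-fold for 108. Of the 79 mutually regulated DEGs, 43 passed it. Across the tested genes the log2 fold changes of the lines had a Pearson correlation of 0.70, where genes are not independent replicates. Whether more genes were higher or lower in PC-3 cells depended on the scaling: the split was 130 higher and 191 lower with TMM, and 94 and 218 with the positive control probes.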

PC-3 cells were derived from bone metastasis with high metastatic potential, harbouring wild-type p53, while DU 145 cells were derived from brain metastasis with moderately metastatic harbouring mutant p53. Treatment on DU 145 and PC-3 cells demonstrated that several DEGs were associated with cell cycle-apoptosis and PI3K pathways, as the most significantly impacted pathways indicating the anti-cancer activity of MS13. Despite numerous pathways that may potentially contribute to the progression of PCa, cell cycle-apoptosis and PI3K pathways were the most frequently altered in primary and metastatic prostate cancer (Armenia et al., 2018; Chung et al., 2019).

CCNA2, CCNB1, CDC25B, CDC25C, and CDC7 were downregulated in MS13-treated DU 145 and PC-3 cells. 

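CCNB1, which encodes cyclin B1 and drives entry into mitosis with CDK1, fell from 7985 ± 50.7 (SD, n = 3) to 1275 ± 32.4 (SD, n = 3) normalized counts in DU 145 cells and from 3499 ± 111 (SD, n = 2) to 1308 ± 3.47 (SD, n = 3) in PC-3 cells. Its log2 fold changes were -2.65 (SE 0.038) and -1.42 (SE 0.044), with adjusted p = 4.1e-70 and 1.3e-45 from edgeR, and the fall was larger in DU 145 cells by the interaction test, 1.22 (SE 0.059, adjusted p = 9.2e-32). CCNA2, the gene of cyclin A2, fell from 4209 ± 58.4 (SD, n = 3) to 963 ± 11.8 (SD, n = 3) in DU 145 and from 1918 ± 61.0 (SD, n = 2) to 601 ± 43.3 (SD, n = 3) in PC-3 cells, by 2.13 and 1.67 on the log2 scale (SE 0.040 and 0.053). CDC25B, a phosphatase that activates CDKs, had log2 fold changes of -2.04 (SE 0.065) and -1.63 (SE 0.073) in the same order, and CDC25C, its relative at the entry to mitosis, -1.10 (SE 0.074) and -1.23 (SE 0.10). CDC7, the kinase that fires replication origins, stood at -1.35 (SE 0.060) and -1.63 (SE 0.083). In every MS13 sample of both lines the counts of these 5 genes lay under those of every control sample, and all passed the test with adjusted p of 5.4e-19 or less. With TMM the falls of CDC25C and CDC7 in DU 145 cells were -0.70 and -0.95, under 2-fold.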

CCNA2 regulates the G1/S and the G2/M checkpoints (Bicknell et al., 2007). In PCa, downregulation of CCNA2 induced the G1 cell cycle arrest, thus inhibited cell proliferation, invasion, and metastasis (Lee et al., 2009; Yang et al., 2020). CCNB1 has a function in controlling the cell cycle at the G2/M phase, and its overexpression promotes cell proliferation, tumour growth and cancer recurrence (Zhuang et al., 2018). CCNB1 regulates undifferentiated metastatic PCa with poor prognosis (Gomez et al., 2007). Curcumin has shown to downregulate CCNB1 expression in PCa (Thangapazham et al., 2008), colon (SU et al., 2006) and lung cancer (Yang et al., 2012; Zhang et al., 2019) which has been linked to G2/M arrest (Yan et al., 2004). This suggests that the downregulation of CCNA2 and CCNB1 by MS13 treatment may inhibit proliferation, invasion, metastasis in AIPC cells. CDC25B and CDC25C are primarily required for entry into mitosis through activation of CDK1–cyclin B, frequently overexpressed in PCa, which leads to metastasis and poor prognosis (Ozen and Ittmann, 2005; Boutros et al., 2007). The CDC25B inhibitors were reported to inhibit pancreatic cancer cell growth by blocking G2/M phase transition (Guo et al., 2004). Meanwhile, the downregulation of CDC25C by curcumin promotes anti-proliferation in colon cancer (SU et al., 2006). Thus, the downregulation of CDC25B and CDC25C by MS13 treatment may suggest its antiproliferative activity in AIPC cells. CDC7 regulates the G1/S transition, and its overexpression is a common occurrence in multiple human cancer*s* (Gad et al., 2019). In PCa, the knockdown of CDC7 expression causes growth arrest and cell death (Montagnoli et al., 2004; Bonte et al., 2008). This suggests that downregulation of CDC7 by MS13 treatment potentially promote apoptosis in AIPC cells.

In addition, SKP2, AKT1, PKMYT1, TTK and PRKDC were downregulated following MS13 treatment in DU 145 and PC-3 cells. 

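SKP2, which marks the CDK inhibitor p27 for degradation, fell from 963 ± 43.4 (SD, n = 3) to 422 ± 19.0 (SD, n = 3) normalized counts in DU 145 cells and from 909 ± 25.7 (SD, n = 2) to 399 ± 28.2 (SD, n = 3) in PC-3 cells. AKT1, the central kinase of the PI3K pathway, fell from 2413 ± 32.1 (SD, n = 3) to 1091 ± 26.3 (SD, n = 3) and from 2832 ± 12.4 (SD, n = 2) to 1208 ± 13.5 (SD, n = 3) in the same lines. Their log2 fold changes in DU 145 cells were -1.19 (SE 0.054) and -1.15 (SE 0.040), and in PC-3 cells -1.18 (SE 0.063) and -1.23 (SE 0.044). PKMYT1, the inhibitory kinase of CDK1, was the least abundant of the group and had -1.36 (SE 0.11) in DU 145 and -1.37 (SE 0.13) in PC-3 cells. TTK, a kinase of the spindle checkpoint, had -1.09 (SE 0.046) and -1.33 (SE 0.062). PRKDC, the catalytic subunit of DNA-dependent protein kinase, had -1.18 (SE 0.044) and -1.51 (SE 0.050), a larger fall in PC-3 cells by the interaction test, -0.32 (SE 0.068, adjusted p = 3.2e-05). The paper gives PRKDC the same fold change in both lines, -2.5. The largest adjusted p of these genes from edgeR was 1.9e-15. In DU 145 cells all 5 falls came under 2-fold with TMM, at -0.79 for SKP2, -0.75 for AKT1, -0.96 for PKMYT1, -0.69 for TTK and -0.79 for PRKDC.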

SKP2, a critical component of the SCF^Skp2^ ubiquitin ligase complex, is frequently overexpressed in many human cancers (van Duijn and Trapman, 2006; Wang et al., 2012). SKP2 overexpression contributed to tumorigenesis in PCa (van Duijn and Trapman, 2006; Wang et al., 2012). The downregulation of SKP2 by curcumin treatment inhibited tumour growth, migration, and invasion in multiple cancers, including PCa (Wang et al., 2015; Ding et al., 2017; Khan et al., 2018). This suggests that the downregulation of SKP2 may inhibit cancer growth, migration, and invasion in AIPC cells. AKT1 is a serine-threonine protein kinase, where its downregulation inhibited cell proliferation, induced loss of cell adhesion and subsequent apoptosis, and inhibited cell migration in PCa cells (Cariaga-Martinez et al., 2013). Curcumin inhibited AKT1 resulting in the inhibition of cell growth and cell migration in PCa cells (Chaudhary and Hruska, 2003; Le Page et al., 2006). This may suggest that the downregulation of AKT1 inhibiting cell proliferation and migration in AIPC cells. PKMYT1 codifies a member of the serine/threonine protein kinase family, which is important in regulating the cell cycle through the inactivation of CDKs (Long et al., 2020). PKMYT1 is highly expressed in multiple cancer cells, including gastric, lung and colorectal cancer, which correlates with poor prognosis and disease progression (Asquith et al., 2020). In agreement with the previous finding, downregulation of PKMYT1 was shown to inhibit cell growth and migration (Wang et al., 2020). This suggests the knockdown of PKMYT1 significantly inhibited the growth and migration capabilities of AIPC cells. TTK plays an important role in cell division, and its expression is higher in many human malignancies. Silencing of TTK in PCa, gastric and pancreatic cancer cells inhibited cell proliferation, invasion and migration, and increased apoptosis (Kaistha et al., 2014; Chen et al., 2019; Huang et al., 2020). Thus, it suggests that the inhibition of TTK by MS13 treatment may inhibit cell proliferation and induce apoptosis in AIPC cells. PRKDC is a critical component of DNA repair machinery, and its expression is implicated in tumour progression, metastasis and migration (Yin et al., 2020). The PRKDC knockdown has been reported to attenuate cell proliferation and metastasis in PCa cells (Goodwin et al., 2015; Zhang et al., 2017). Thus, this suggests that the downregulation of PRKDC by MS13 treatment may inhibit cell proliferation and metastasis in AIPC cells.

Besides, MS13 treatment in DU 145 and PC-3 cells has shown the downregulation of PPP3CB, TFDP1, SMAD3, and ENDOG, which the anti-cancer activity have not been reported in PCa but noted in other cancers. 

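TFDP1, the partner through which E2F factors bind DNA, fell from 2451 ± 126 (SD, n = 3) to 677 ± 34.8 (SD, n = 3) normalized counts in DU 145 cells and from 3911 ± 143 (SD, n = 2) to 1300.0 ± 13.2 (SD, n = 3) in PC-3 cells, with log2 fold changes of -1.86 (SE 0.045) and -1.59 (SE 0.045). E2F5, an E2F family member measured beside it, had -2.29 (SE 0.085) and -1.11 (SE 0.067). SMAD3, which carries TGF-beta signals to the nucleus, fell from 1386 ± 22.7 (SD, n = 3) to 669 ± 40.1 (SD, n = 3) in DU 145 and from 1573 ± 41.8 (SD, n = 2) to 620.0 ± 40.2 (SD, n = 3) in PC-3 cells. The fall of SMAD3 was larger in PC-3 cells by the interaction test, -0.29 (SE 0.074, adjusted p = 5.7e-04). The paper's fold changes for SMAD3 run the other way, -2.3 in DU 145 and -2.2 in PC-3 cells. PPP3CB, a catalytic subunit of calcineurin, had log2 fold changes of -1.34 (SE 0.11) and -1.18 (SE 0.081), and ENDOG, a mitochondrial nuclease released in apoptosis, -1.46 (SE 0.069) and -1.30 (SE 0.089). Every one of the 4 named genes passed edgeR's test in both lines, at adjusted p of 1.3e-18 or less.

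Of 15 measured genes of death receptors, caspases and related nucleases, which include ENDOG, 4 rose and 6 fell in DU 145 cells and 5 rose and 4 fell in PC-3 cells (4 and 6, and 5 and 4, adjusted over the list alone). With TMM these counts were 5 and 5 in DU 145 and 7 and 4 in PC-3 cells, and with the positive control probes 5 and 5, and 4 and 4. TNFRSF10B, a TRAIL receptor, rose by 0.98 (SE 0.066) in DU 145 and 0.35 (SE 0.10) in PC-3 cells. The 3 measured pro-apoptotic BCL2 family genes are BAX, BAD and BID. They fell in DU 145 cells by 0.74, 0.68 and 0.64 on the log2 scale (SE 0.057, 0.063 and 0.064), and in PC-3 cells BAX and BAD fell by 0.61 and 0.55 (SE 0.064 and 0.059), with the same counts adjusted over the list alone. With TMM the falls of SMAD3 and PPP3CB in DU 145 cells were -0.66 and -0.94, under 2-fold.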

PPP3CB, which plays an essential role in the transduction of intracellular Ca^2+^-mediated signals and may has a pro-tumorigenic role in PCa (Brun and Godbout, 2016). PPP3CB knockdown has decreased cell growth in neuroblastoma cells (Shakhova et al., 2019). This suggests the growth inhibition capabilities in AIPC cells by MS13 treatment. TFDP1 is a heterodimerization partner for members of the E2F family of transcription factors. E2F1/TFDP1 forms a complex involved in cell cycle progression (Abba et al., 2007). In agreement with our findings, the downregulation of TFDP1 may inhibit cell growth, as reported in hepatocellular carcinoma (Yasui et al., 2003; Zhang et al., 2013). Thus, the downregulation of this gene by MS13 treatment potentially inhibits cell growth in AIPC cells. SMAD3 encodes for a key regulator in the TGF-β pathway that activates or represses gene transcription. This gene is highly expressed in PCa (Lu et al., 2007; Xia et al., 2014). Inhibition of SMAD3 inhibited cancer growth, invasion and metastasis in lung and melanoma cancer (Tang et al., 2017). This suggests the downregulation of SMAD3 by MS13 treatment may inhibit cancer growth and metastasis in AIPC cells. ENDOG encodes a mitochondrial protein that plays a major function in apoptosis. Despite its function as an apoptosis regulator, ENDOG has dual roles in cell death and survivals (Huang et al., 2006; Büttner et al., 2007). Inhibition of ENDOG resulted in the decreased cell viability, cell distribution changes in cell cycle phases, and reduced cell proliferation, suggesting its oncogenic properties (Huang et al., 2006). Moreover, ENDOG overexpression in colorectal and gastric cancer cells associated with tumour development (Yoo et al., 2008). Thus, the downregulation of ENDOG by MS13 may suggest its anti-proliferation properties in AIPC cells.

On the other hand, multiple genes, including CDKN1A, PIK3R3, GADD45B and GADD45A, were upregulated when exposed to MS13 treatment. 

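GADD45A, a growth arrest gene induced by stress, rose from 567 ± 14.0 (SD, n = 3) to 6149 ± 127 (SD, n = 3) normalized counts in DU 145 cells and from 991 ± 9.19 (SD, n = 2) to 9673 ± 69.9 (SD, n = 3) in PC-3 cells. CDKN1A rose from 382 ± 5.51 (SD, n = 3) to 2412 ± 75.1 (SD, n = 3) and from 142 ± 11.5 (SD, n = 2) to 847 ± 41.4 (SD, n = 3) in the same lines. Their log2 fold changes were 3.44 (SE 0.044) and 2.66 (SE 0.050) in DU 145 and 3.29 (SE 0.046) and 2.55 (SE 0.076) in PC-3 cells. GADD45B rose more in PC-3 cells, from 164 ± 12.2 (SD, n = 2) to 2191 ± 111 (SD, n = 3), than in DU 145 cells, from 571 ± 39.8 (SD, n = 3) to 1542 ± 48.2 (SD, n = 3), with an interaction of 2.28 (SE 0.091, adjusted p = 3.7e-37). PIK3R3 had log2 fold changes of 1.25 (SE 0.072) and 1.08 (SE 0.067), and with the positive control probes its PC-3 value of 0.98 came under 2-fold. All 4 genes passed edgeR's test in both lines with adjusted p of 1.2e-25 or less.

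Other members of their group did not move as one. Of 7 measured CDK inhibitor genes, 3 rose and 3 fell in DU 145 cells and 4 rose and 1 fell in PC-3 cells (3 and 3, and 4 and 1, adjusted over the list alone). Here TMM gave 4 up and 2 down in DU 145 and 5 up and 1 down in PC-3 cells, and the positive control probes 4 up and 2 down, and 4 up and 1 down. CDKN2A, the gene of p16 and p14ARF, had -1.13 (SE 0.065) in DU 145 and -0.60 (SE 0.14) in PC-3 cells, and CDKN2C, the gene of p18, -0.52 (SE 0.050) and 0.29 (SE 0.056).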

CDKN1A acts as a potent cyclin-dependent kinase inhibitor, whereby its inhibition in PCa leads to cell cycle progression inhibition at G1 and induced G2 arrest (Baretton et al., 1999; Li et al., 2017). Curcumin treatment upregulated CDKN1A in PCa and lung cancer cells, resulting in the induction of cell cycle arrest and apoptosis (Srivastava et al., 2007; Zhang et al., 2019). This suggests that the upregulation of CDKN1A by MS13 treatment may induce apoptosis in AIPC cells. PIK3R3 is involved in regulating phosphatidylinositol 3-kinase activity and overexpressed in some types of cancers, such as colorectal, lung, and gastric cancer (Zhou et al., 2012; Yu et al., 2015; Cai et al., 2016). However, PIK3R3 overexpression promotes chemotherapeutic sensitivity and apoptosis in colorectal cancer cells (Ibrahim et al., 2018). Our data suggest that upregulation of PIK3R3 by MS13 treatment may induce apoptosis in AIPC cells. GADD45B is a tumour suppressor gene that functions as an inhibitor of cell growth. Upregulation of GADD45B in PCa contributed to cell growth inhibition and apoptosis induction (Zhang et al., 2017). An induced expression of GADD45B was noted in PCa cells treated with matrine, a naturally occurring alkaloid that resulted in inhibition of cell proliferation, migration, invasion and promoting cell death (Huang et al., 2018). GADD45A, which play roles in apoptosis and cell cycle arrest, were found downregulated in many malignancies (Tamura et al., 2012). However, the upregulation of GADD45A may subsequently inhibit the G2/M transition of the cell cycle and induces apoptosis in PCa (Liebermann and Hoffman, 2011; User and Muyan, 2015). In lung cancer, curcumin treatment increased GADD45A expression, which leads to the reduction of cell proliferation rate (Saha et al., 2010). Thus, this suggests that the upregulation of GADD45B and GADD45A by MS13 treatment may inhibit cell proliferation and promote apoptosis in AIPC cells.

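ITGA3, an integrin subunit that binds laminin and an abundant transcript in both lines, fell from 6819 ± 77.3 (SD, n = 3) to 2299 ± 60.7 (SD, n = 3) normalized counts in DU 145 cells and from 9744 ± 87.6 (SD, n = 2) to 3991 ± 76 (SD, n = 3) in PC-3 cells. ITGA6, the alpha subunit of another laminin receptor, fell from 1461 ± 27.8 (SD, n = 3) to 778 ± 27.6 (SD, n = 3) and from 3060.4 ± 57.0 (SD, n = 2) to 1079.7 ± 21.5 (SD, n = 3) in these lines. Their log2 fold changes were -1.57 (SE 0.036) and -0.91 (SE 0.045) in DU 145 and -1.29 (SE 0.038) and -1.50 (SE 0.045) in PC-3 cells, so that ITGA6 stayed under 2-fold in DU 145 cells (adjusted p = 9.0e-32 from edgeR). Its response was stronger in PC-3 cells by the interaction test, -0.60 (SE 0.065, adjusted p = 5.4e-13). LAMA3, a laminin chain, had -1.24 (SE 0.077) and -1.21 (SE 0.054). IRS1, which links insulin and IGF receptors to PI3K, fell to 39.3 ± 8.52 (SD, n = 3) from 180.2 ± 8.88 (SD, n = 3) in DU 145 cells, a log2 fold change of -2.21 (SE 0.13), and had -1.63 (SE 0.094) in PC-3 cells.

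Of 37 measured genes of integrins, laminins and collagens, 4 rose and 17 fell in DU 145 cells and 1 rose and 16 fell in PC-3 cells (4 and 17, and 1 and 16, adjusted over the list alone). With TMM these counts were 6 and 9 in DU 145 and 5 and 16 in PC-3 cells, and with the positive control probes 4 and 15, and 1 and 17. The median log2 fold change of the list was -0.57 in DU 145 and -0.29 in PC-3 cells, and the test camera did not call it apart from the other genes (adjusted p = 0.91 and 0.15, or 0.95 and 0.76 with an estimated correlation). With TMM the fall of LAMA3 in DU 145 cells was -0.84, under 2-fold.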

MS13 treatment on DU 145 and PC-3 cells also led to the downregulation of several mutually regulated DEGs associated with PI3K pathway, including IRS1, ITGA3, ITGA6, and LAMA3. IRS1 is the principal effector of the insulin and insulin-like growth factor signalling pathways, by which its expression often linked to tumorigenesis and radioresistance (White et al., 1985; Gorgisen et al., 2019). Upregulation of IRS1 increases tumour proliferation and metastasis in many human malignancies, including PCa and breast cancer cells (Chang et al., 2002; Byron et al., 2006; Reiss et al., 2012). However, silencing of IRS1 with rapamycin treatment inhibited the growth of PCa xenografts (Oliveira et al., 2008). Hence, this study suggests that downregulation of IRS1 indicates the role of MS13 in inhibiting cell proliferation, metastasis and induce apoptosis in AIPC cells. ITGA3 is a cell surface adhesion protein that interacts with extracellular matrix proteins, and its expression correlated with cancer metastasis (Jiao et al., 2019). ITGA3 is involved in cell proliferation, migration, and invasion in many cancers, including gastric, non-small cell lung, PCa and colorectal cancer, by activating the PI3K-Akt signalling pathway (Chen et al., 2018; Jiao et al., 2019). Curcumin has been reported to significantly inhibited cell proliferation and invasion and induced death in lung cancer cells by downregulating ITGA3 (Li et al., 2017). Therefore, the downregulation of ITGA3 by MS13 treatment may contribute to the induction of apoptosis as well as inhibition of cell proliferation, cell migration and invasion in AIPC cells. Another member of the integrin family of proteins, ITGA6, has also been correlated with cell migration and invasion in cancer cells (Golbert et al., 2013; Brooks et al., 2016; Hu et al., 2016). Upregulation of ITGA6 was reported in ovarian cancer, leading to multi-drug resistance (Wei et al., 2019). This suggests that downregulation of ITGA6 by MS13 could inhibit cell migration and invasion in AIPC cells. LAMA3 encodes laminins that are essential for the formation of the basement membrane and plays an additional role in regulating cell migration and mechanical signal transduction (Castro et al., 2018). Increased level of LAMA3 was reported in pancreatic ductal adenocarcinoma, ovarian and liver cancer (Svoboda et al., 2017; Zhang et al., 2019; Tang et al., 2019; Yang et al., 2019). LAMA3 also provides instruction for making a subunit of a protein called laminin 332, promoting cell migration in cancer cells (Carpenter et al., 2017; Oh et al., 2017). Therefore, the downregulation of LAMA3 by MS13 may reduce cell migration in AIPC cells.

In contrast to the downregulated genes, several DEGs associated with PI3K pathway, including HSP90B1, PGF, and PPP2CB, were upregulated following MS13 treatment. 

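HSP90B1, the gene of the endoplasmic reticulum chaperone GRP94, rose from 1681 ± 123 (SD, n = 3) to 4209.5 ± 127 (SD, n = 3) normalized counts in DU 145 cells and from 1834 ± 92.3 (SD, n = 2) to 3856 ± 244 (SD, n = 3) in PC-3 cells. PPP2CB, a catalytic subunit of protein phosphatase 2A, rose from 3208 ± 6.87 (SD, n = 3) to 8171 ± 306 (SD, n = 3) and from 1256 ± 3.98 (SD, n = 2) to 3537 ± 84.2 (SD, n = 3) in the same lines. PGF, placental growth factor, rose from 35.2 ± 8.38 (SD, n = 3) to 503 ± 30.3 (SD, n = 3) in DU 145 cells. In PC-3 cells its controls lay under the background limit and it reached 204 ± 2.40 (SD, n = 3), at least 7.47-fold above that limit. The log2 fold changes of HSP90B1 were 1.32 (SE 0.042) and 1.08 (SE 0.047), and those of PPP2CB 1.35 (SE 0.035) and 1.5 (SE 0.046), with adjusted p of 2.6e-31 or less for the 3 genes from edgeR. PGF had 3.83 (SE 0.11) in DU 145 cells.

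Of 13 measured angiogenic growth factor genes, which include PGF, 2 rose and 5 fell in DU 145 cells and 7 rose and 3 fell in PC-3 cells (2 and 5, and 7 and 3, adjusted over the list alone). For this list TMM gave 4 up and 2 down in DU 145 and 8 up and 2 down in PC-3 cells, and the positive control probes 4 up and 3 down, and 6 up and 3 down. Leaving out 1 replicate at a time gave 3 to 7 rises in PC-3 cells. VEGFA, the main angiogenic growth factor, fell in DU 145 cells by 0.79 on the log2 scale (SE 0.037) and rose in PC-3 cells by 0.41 (SE 0.051), an interaction of 1.20 (SE 0.064, adjusted p = 4.2e-29). IL8, the chemokine CXCL8, had -0.65 (SE 0.043) and -0.94 (SE 0.036). With the positive control probes the rise of HSP90B1 in PC-3 cells was 0.99, just under 2-fold.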

HSP90B1 is a molecular chaperone protein in which its downregulation is associated with prostate carcinogenesis and metastasis (Ni and Lee, 2007; Howard et al., 2008). Therefore, upregulation of HSP90B1 by MS13 treatment may contribute to the inhibition of cancer growth and metastasis in AIPC. PGF is a member of the vascular endothelial growth factor (VEGF) family. Its overexpression was shown to inhibit *in vivo* tumour growth, angiogenesis, and metastasis of lung, brain, and colon tumours (Xu et al., 2006). Thus, the upregulation of PGF by MS13 treatment may inhibit tumour and angiogenesis in AIPC. PPP2CB is a serine/threonine-protein phosphatase 2A catalytic subunit beta isoform, and it is implicated in the negative control of cell growth and division. In PCa, downregulation of PPP2CB is associated with poor outcomes and contributes to the aggressiveness of disease (Wissmann et al., 2003; Bott et al., 2017). Hence, this suggests that the upregulation of PPP2CB by MS13 treatment could inhibit cell growth in AIPC.

## Conclusion

The diarylpentanoid MS13 has demonstrated greater cytotoxicity, growth inhibitory and anti-migratory effects on androgen-independent prostate cancer cells than the parent compound, curcumin. In addition, MS13 mediates apoptosis confirmed by morphological observation, increased caspase-3 activity, and reduced Bcl-2 levels. The gene expression study revealed that mutually regulated DEGs were associated with cell cycle-apoptosis and PI3K pathways, as the most significant pathways targeted by MS13. Thus, our findings suggest that MS13 may demonstrate the anti-cancer activity by modulating DEGs associated with the cell cycle-apoptosis and PI3K pathways, thus inhibiting cell proliferation and cell migration and inducing apoptosis in AIPC cells.

## Data Availability

The authors acknowledge that the data presented in this study must be deposited and made publicly available in an acceptable repository, prior to publication. Frontiers cannot accept a article that does not adhere to our open data policies.

How the deposited data were processed for this re-analysis (not part of the article)

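Total RNA of DU 145 and PC-3 cells, exposed to 16 µM MS13 or to DMSO alone for 24 h, was measured with the nCounter PanCancer Pathway Panel in 12 samples, 3 in each of the 4 groups, as the sample labels give them. The paper states 3 biological replicates, and triplicate measurements from 3 independent experiments, while the labels also name technical repeats. The values as deposited by the authors are raw counts of reporter codes per probe, whole numbers with the 6 positive and 8 negative control probes still listed and with no background subtraction or normalization. The paper states that nSolver 4.0 with its Advanced Analysis plugin normalized by housekeeping genes chosen with geNorm and computed fold changes at default settings, and those steps are not in these values. Probes were read by gene symbol, and no probe sequence was available.

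The total count per sample over the 770 panel genes ran from 437471 to 604629. A gene at 100 counts has a counting error of about 10%, and genes near the background limit (mean of the negative probes plus 2 SD per sample, averaged per group) are measured less precisely. Where 1 group of a gene lay under that limit, a fold given as at least so many was computed against the limit and is a lower bound. DEG calls, log2 fold changes, interactions and the comparison with the paper's tables use fitted values, which are no such bound and for these genes fix no size. 13 DEGs in DU 145 and 10 in PC-3 cells had both means under the limits.

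Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Of 40 listed housekeeping genes 39 were present, and their geometric mean set the library scaling. They were left out of the test list, genes with a mean under 10 over the 12 samples were left out, and 685 genes were tested by quasi-likelihood F-tests (glmQLFit, glmQLFTest) in a fit of the 4 groups. The contrasts were MS13 against control within each line and their difference, PC-3 minus DU 145, called the interaction. P-values were adjusted by Benjamini-Hochberg over the genes tested at 0.05, and a DEG also had a fold change of at least 2, as in the paper. Mutually regulated DEGs were DEGs in both lines in the same direction. Standard errors are the size of the log2 fold change divided by the square root of its F.

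The design was written for 12 samples. PC-3 control replicates 2 and 3 differed by no more than sampling noise (chi-square over genes with a summed count of at least 10), so their counts were added and 11 samples were counted. This was decided after a fit of 12 samples had been seen, and that fit is kept as an alternative. The spread between replicates is near counting noise, so it may hold little of the variation between independent cultures.

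The comparisons, tests, gene lists, alternatives and the rule for naming genes were written before the data were examined. The rule names every gene of the paper's Tables 3 and 4, whose values in those tables had been seen, and BCL2, and some genes and 1 list that were also set are not reported here. It also names per line the 5 DEGs with the largest rise and the 5 with the largest fall among those in which all MS13 samples lay beyond all controls, and the 5 mutually regulated DEGs each way with the largest smaller-of-both fold change. Up to 4 members of each list with the smallest adjusted p and the 5 genes with the largest interaction each way complete it. Heat shock genes in the closing section that the rule leaves out were chosen after their values were seen.

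Gene lists came from general knowledge of pathway membership, since NanoString's own assignment of panel genes was not available. There were 13 pathway lists (cell cycle and apoptosis, PI3K, MAPK, RAS, JAK-STAT, Wnt, DNA damage repair, driver genes, transcriptional misregulation, chromatin modification, Notch, TGF-beta and Hedgehog). The narrower lists were mitotic entry, DNA replication, G1 phase, CDK inhibitors, pro- and anti-apoptotic BCL2 family genes, death receptors and caspases, PI3K subunits with AKT and mTOR, integrins with laminins and collagens, angiogenic growth factors, heat shock and endoplasmic reticulum stress, immediate-early genes, NF-kB targets, NRF2 targets, cell line identity, leukocyte and stromal genes. Lists overlap and share genes. Counts per list are given over all genes tested and adjusted over the list alone. Overlaps and shares of lists were tested with one-sided Fisher's exact tests, and lists with limma's camera, at an inter-gene correlation preset at 0.01 or estimated, and with fry.

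Alternatives were DESeq2 1.42.0 in place of edgeR, TMM scaling, the 10 most stable housekeeping genes by the geNorm measure, no filter, a minimum mean of 50, each line fitted alone, the replicate number as a block, Benjamini-Yekutieli adjustment, a fold threshold of 1.5, and each replicate left out in turn. Scaling by positive control probes A to E and 12 separate samples were added after the data had been seen. The method was tested on simulated data with 200 changed genes per line. It recovered 74% of genes changed 1.5-fold and 92% of those changed 2-fold in DU 145, and 76% and 86% in PC-3, and called 7 and 6 of 485 unchanged genes. Housekeeping genes were simulated without an effect of MS13, and rises and falls were balanced. The simulation therefore does not test errors of the scaling. Cell viability, apoptosis, caspase and migration assays have no deposited values and were left out.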

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

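The tests of the heat shock genes below and every value given with the positive control probes were chosen only after the result was seen, while the other tests of the interaction were set beforehand.

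In 344 genes the response to MS13 differed between DU 145 and PC-3 cells by edgeR's interaction test, and the genes with the largest differences stand out among them. The effect in PC-3 minus that in DU 145 cells was -3.90 (SE 0.31) on the log2 scale for INHBB, an activin subunit, -3.62 (SE 0.17) for SPRY4 and -3.30 (SE 0.24) for PTPRR, which both restrain MAPK signalling, -2.87 (SE 0.21) for SOCS1, which restrains JAK-STAT signalling, and -2.40 (SE 0.26) for FST, the activin antagonist follistatin. INHBB, SPRY4, PTPRR and FST lay under the background limit in DU 145 controls, so their rises there are at least 1.22-fold for INHBB, 6.47-fold for SPRY4, 2.82-fold for PTPRR and 1.00-fold for FST, and the size of the difference is not fixed. The effect was greater in PC-3 cells for GNG4, a G protein subunit, 2.13 (SE 0.40), GADD45B, 2.28 (SE 0.091), IL6, the cytokine interleukin 6, 2.40 (SE 0.20), TSPAN7, a tetraspanin, 2.81 (SE 0.47), and HIST1H3G, 3.04 (SE 0.33). GNG4, TSPAN7 and HIST1H3G had both means under the background limits in PC-3 cells, so their fitted interactions fix no size either. The PC-3 call of TSPAN7 ends without PC-3 MS13 replicate 3, and that of PTPRR with TMM, at -0.16. The PC-3 call of GNG4 ends with DESeq2, 10 housekeeping genes, no filter, each line alone, Benjamini-Yekutieli, the positive control probes, and without DU 145 control replicate 1, any PC-3 control replicate or PC-3 MS13 replicate 1 or 2. That of SOCS1 ends with DESeq2, at 0.36, with Benjamini-Yekutieli, the positive control probes, and without PC-3 control replicate 3 or MS13 replicate 2 or 3.

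More of the genes past the interaction test were higher in PC-3 than in DU 145 cells, 63.4%. The share was 40.5% with TMM and 30.1% with the positive control probes, so the excess turns with the scaling. Whether housekeeping scaling that differs between the lines made the excess cannot be told apart from a difference in biology, because the TMM share fell under the 45% to 55% expected if it were the whole cause and also under what was expected if it were not. Genes at background in one line make up 15.7% of the genes past the test, less than the over 50% expected beforehand of a main source and more than the 10% expected of none. Of the 290 other genes, whose control and MS13 means were not both under the limit in either line, 60.0% were higher in PC-3 cells. Genes with only the controls or only the MS13 samples of a line under the limit stayed among them. A difference in how the 2 lines respond stays open as a hypothesis.

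The rise of heat shock genes appeared in genes that the paper does not discuss. HSPA6 had fitted log2 fold changes of 9.95 (SE 0.086) and 10.40 (SE 0.083) in DU 145 and PC-3 cells, with controls at background in both lines. HSPA1A had 5.67 (SE 0.084) and 6.65 (SE 0.090), HSPB1 4.11 (SE 0.049) and 3.76 (SE 0.052), DDIT3 3.28 (SE 0.044) and 2.87 (SE 0.051) and HSPA2, another heat shock protein 70 gene, 2.68 (SE 0.055) and 1.80 (SE 0.073). In both lines every MS13 sample of these 5 genes lay above every control sample. Housekeeping scaling as the source is argued against by their lowest log2 fold change of 1.72 over both lines with TMM and the positive control probes. With HSP90B1, which the paper's Table 4 holds, the lowest value was 0.99, so whether all 6 genes rose at least 2-fold in both lines cannot be told apart from the scaling. Its PC-3 value went from 1.08 (SE 0.047) to 0.99 (SE 0.055) with the positive control probes, and the 2-fold call ended because it lay close to 2-fold. Scaling as the source of the rise of HSP90B1 itself is argued against by its lowest log2 fold change less 2 SE, 0.88. The separation of the 5 genes from HSP90B1 was made after its value was seen. Binding of HSPA1A transcripts to the HSPA6 probe is argued against by the ratio of HSPA6 to HSPA1A, which in every MS13 sample was at least 15.7 times the highest ratio of the controls of the same line, where a shared signal would keep it. The factor comes from PC-3 cells, where HSPA6 had 17 to 29 raw counts in the controls, close to the background, so it is imprecise. In DU 145 controls 1 and 3 HSPA6 lay under the mean of the negative probes and was set to 1 count. A heat shock response to MS13 is a hypothesis, since it was found and tested on the same data, and probe sequences and protein levels were not available.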

How the results depend on the processing

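Scaling by the positive control probes and the fit of 12 separate samples were chosen only after the data had been seen.

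The counts of changed genes, DEGs, mutually regulated DEGs and interaction genes stayed within 1.5 times their value with DESeq2, TMM, the 10 most stable housekeeping genes, either filter, each line alone, the replicate block, Benjamini-Yekutieli, the positive control probes and 12 separate samples. The last gave 437 and 408 changed genes in DU 145 and PC-3, and 350 interaction genes. With a fold threshold of 1.5 in place of 2, DEGs numbered 321 in DU 145 and 264 in PC-3 cells and mutually regulated DEGs 167, as a lower threshold must give. Of 59 mutually regulated DEGs with TMM 48 were shared with the 79 reported, and of 65 with the positive control probes 61. Other splits of the 6 DU 145 samples into 3 and 3 gave at most 0 changed genes and 0 DEGs, against 435 and 200 for the real split, the 1 of 10 with a count as large for each, and 10 splits are too few for a share under 0.05. Every other split also mixes control and MS13 samples within each group. The effect of MS13 then adds to the spread within groups, so no conclusion is drawn from these counts.

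With TMM 12 cell cycle-apoptosis genes and 9 Table 3 genes were mutually regulated DEGs. Of the cell cycle-apoptosis genes lost, 9 were no longer DEGs in DU 145 alone, 3 in PC-3 alone and 2 in either line. With the positive control probes 6 PI3K genes and 11 Table 3 genes were. Camera called 8 lists in DU 145 and 7 in PC-3 cells, with an estimated correlation 1 and 0, and fry 27 and 27, which follows from fry testing each list against no change and camera against the other genes. Camera at the preset correlation and fry both called the Table 3 genes in both lines. The Table 4 genes were called by fry in PC-3 cells. The study chose these genes on the same samples, so their calls are no independent evidence. Over all settings the PI3K list held 6 to 24 mutually regulated DEGs at rank 3 or 4 by number.

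Leaving out each replicate in turn gave 419 to 437 changed genes and 199 to 208 DEGs in DU 145, 389 to 409 and 130 to 144 in PC-3, 76 to 82 mutually regulated DEGs, 316 to 335 interaction genes, 23 to 28 cell cycle-apoptosis and 10 to 12 PI3K genes, with 18 Table 3 and 6 Table 4 genes in every such fit. Without PC-3 control replicate 1 that group holds 1 merged sample, assumed to vary like the other groups. Named-gene results that changed sign in some of these fits ran from -0.094 to 0.38 for BCL2, -0.45 to 0.16 for FZD8 and -0.075 to 0.27 for PLAT in DU 145, from -0.23 to 0.050 for BID, -0.34 to 0.31 for GZMB, -0.77 to 0.085 for HIST1H3G, -0.086 to 0.037 for IL7R and -0.46 to 0.32 for LAT in PC-3, and from -0.077 to 0.35 for BIRC3, -0.29 to 0.21 for GLI3, -0.033 to 0.10 for HES1, -0.070 to 0.015 for HIST1H3H, -0.060 to 0.10 for LAMA3, -0.080 to 0.075 for PKMYT1, -0.049 to 0.015 for PRKACA and -0.043 to 0.062 for SKP2 in the interaction.

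Of 330 named-gene results, 321 kept their direction and side of the threshold with DESeq2, 280 with TMM, 317 with 10 housekeeping genes, 328 without a filter, 327 with the replicate block, 313 with Benjamini-Yekutieli, 280 with the positive control probes and all 330 with separate samples. The stricter filter kept 302 of those it could test, and each line alone 218, with no interaction. A change of scaling moves every log2 fold change of a line by about the same amount, so values near 0 change sign. With TMM the log2 fold change became 0.22 for FZD8 in DU 145, 0.14 for IL7R, 0.10 for GZMB and 0.056 for BID in PC-3, and the interaction -0.075 for ENDOG, -0.070 for PPP3CB, -0.23 for SKP2, -0.21 for LAMA3, -0.084 for PPP2CB, -0.096 for BIRC3, -0.026 for NPM1, -0.10 for JAG2, -0.20 for HES1, -0.11 for BAX, -0.11 for BAD, -0.081 for COL5A1 and -0.082 for LTBP1. With 10 housekeeping genes it became -0.0046 for PLAT in DU 145, and the interaction 0.056 for PKMYT1, 0.026 for HIST1H3H, 0.050 for PRKACA and 0.040 for GLI3. With the replicate block the interaction became 8.6e-04 for PKMYT1, the cause of which was not tested. With the positive control probes the log2 fold change became 0.070 for FZD8 in DU 145, -0.048 for CDKN2B, -0.0083 for LAT and -0.026 for DKK1 in PC-3, and the interaction -0.18 for ENDOG, -0.18 for PPP3CB, -0.33 for SKP2, -0.066 for TFDP1, -0.055 for ITGA3, -0.31 for LAMA3, -0.19 for PPP2CB, -0.20 for BIRC3, -0.13 for NPM1, -0.051 for PTTG2, -0.21 for JAG2, -0.30 for HES1, -0.21 for BAX, -0.22 for BAD, -0.19 for COL5A1 and -0.19 for LTBP1.

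Replicates that share a number had residual correlations of -0.019, -0.092 and -0.075 in DU 145 and -0.010, 0.076 and -0.10 in PC-3. These values show no pairing by number, but with a spread near counting noise they cannot exclude it. The pseudocount alternative, set for normalized values, was not run on raw counts. Low counts limit genes near background: the values above of BCL2, FZD8 and COL5A1 in DU 145 and of GZMB, HIST1H3G and LAT in PC-3, and their interactions, are fitted values of groups under the background limits and measure no fold.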

Differences from the paper's values

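The alternatives compared with the pairs of fold changes below were set before the data were examined, and only the offset per line, the positive control probes and, in the ranking of PI3K, the fit of separate samples were chosen after the result was seen. The paper's Tables 3 and 4 give fold changes for 25 genes in each line, without errors. All had the sign found here, and 24 in DU 145 and 25 in PC-3 cells lay within 1.5 times of it, but 20 in each line differ from the value found here by more than the replicate SD. On the log2 scale the paper's values minus those found here ran from -0.25 to 0.63 in DU 145 (median -0.15) and from 0.082 to 0.38 in PC-3 cells (median 0.21). The value of 0.082 is that of PGF, whose PC-3 controls lay under the background limit, so its fold here is fitted and not a measured size. The differences follow 1 offset per line: 24 of 25 are negative in DU 145 and all 25 positive in PC-3 cells, and once the median of the line is taken off, only 3 genes in DU 145 (CDC25B, CDKN1A and PGF) and 3 in PC-3 cells (CDKN1A, GADD45A and GADD45B) still differ by more than the SD. The cause of the offset was not tested. In each pair below the paper's value comes first and the value found here second, as signed fold changes.

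In DU 145 cells the pairs -2.5 and -2.21 for AKT1, -4.9 and -4.37 for CCNA2, -7.0 and -6.27 for CCNB1, -4.9 and -4.12 for CDC25B, -2.6 and -2.28 for SKP2, -3.3 and -2.97 for ITGA3, -2.1 and -1.88 for ITGA6 and 2.3 and 2.55 for PPP2CB differ under every alternative, namely DESeq2, TMM, 10 housekeeping genes, no filter, the stricter filter, each line alone, the replicate block, Benjamini-Yekutieli and each replicate left out. The pairs -2.5 and -2.14 for CDC25C, -2.9 and -2.56 for CDC7, 5.9 and 6.31 for CDKN1A, -3.2 and -2.75 for ENDOG, 10.0 and 10.8 for GADD45A, -2.5 and -2.27 for PRKDC, -2.3 and -2.08 for SMAD3, -4.1 and -3.63 for TFDP1, -2.4 and -2.13 for TTK, 2.3 and 2.50 for HSP90B1 and -2.7 and -2.36 for LAMA3 differ under these alternatives except the 10 most stable housekeeping genes. CDC25C also comes within the SD without DU 145 control replicate 1 or MS13 replicate 3, HSP90B1 without control replicate 1 or 3 or MS13 replicate 2 or 3, and LAMA3 without MS13 replicate 1. The pair 22.0 and 14.2 for PGF differs except with TMM. Among these alternatives, Benjamini-Yekutieli changes only the adjusted p and leaves every fold change as it is. The filters, each line alone and a replicate left out of the other line can hardly move a fold change either. They therefore test little, here and for PC-3 cells below. The paper's methods name geNorm without the number of housekeeping genes kept.

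In PC-3 cells the pairs -2.0 and -2.34 for AKT1, -2.3 and -2.68 for CCNB1, 7.6 and 5.85 for CDKN1A, 11.6 and 9.77 for GADD45A, 16.8 and 13.1 for GADD45B, -2.1 and -2.44 for ITGA3, -2.4 and -2.84 for ITGA6 and 3.3 and 2.82 for PPP2CB differ under every alternative. The pairs -2.8 and -3.18 for CCNA2, -2.8 and -3.10 for CDC25B, 2.5 and 2.11 for PIK3R3, -2.3 and -2.58 for PKMYT1, -2.0 and -2.26 for PPP3CB, -2.5 and -2.85 for PRKDC, -2.0 and -2.27 for SKP2, -2.2 and -2.54 for SMAD3, -2.6 and -3.003 for TFDP1, -2.2 and -2.52 for TTK, 2.5 and 2.11 for HSP90B1 and -2.0 and -2.32 for LAMA3 differ except with TMM. PKMYT1 also comes within the SD without PC-3 control replicate 1, and PPP3CB without control replicate 1 or MS13 replicate 1 or 2.

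The paper counts ITGA6 among the genes that changed at least 2-fold in both lines. In DU 145 cells it did not reach 2-fold here, nor with the 10 most stable housekeeping genes, at a log2 fold change of -0.998, and it is called with the fold threshold of 1.5. The other genes of Table 4 and all of Table 3 were mutually regulated DEGs here.

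The paper ranks cell cycle-apoptosis and PI3K as the pathways most affected. By lists from general knowledge cell cycle-apoptosis came first by number and by share here, while PI3K held 11 mutually regulated DEGs of 117, after MAPK with 17 of 91, and PI3K was not second by number under any setting tried. The lists are not NanoString's assignment of panel genes to pathways, and the MAPK list shares HSPA6, HSPB1 and DDIT3 with the heat shock list. The paper does not name Hedgehog among the pathways with mutually regulated DEGs, and here the list held 1, BMP6, but none with the stricter filter, with the positive control probes, or without PC-3 MS13 replicate 1 or PC-3 control replicate 3.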

Other observations

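The tests on the housekeeping genes and every value with the positive control probes below were chosen only after the result was seen.

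After housekeeping scaling the median log2 fold change of the tested genes was under 0 in DU 145 cells. It was also lower than in PC-3 cells, but among genes with a mean of at least 50 the medians were -0.30 and -0.25, so the gap between the lines nearly closed. Relative to the positive control probes, the geometric mean of the housekeeping genes rose by 0.248 (SE 0.050) on the log2 scale in MS13-treated DU 145 cells and changed by -0.086 (SE 0.030) in PC-3 cells. Among them CC2D1B lay under the background limits in both PC-3 groups, at 23.0 normalized counts in controls and 2.09 with MS13, a log2 ratio of -3.46. It weighs as much as any other gene in this mean, which also set the main scaling. In DU 145 cells CC2D1B went from 29.3 to 6.72, under the limit with MS13, a log2 ratio of -2.13. Its fall lowers the mean in both lines, so the small PC-3 change of -0.086 may rest on this gene. The PC-3 change was not computed without CC2D1B. That housekeeping transcripts took a larger share of the RNA in MS13-treated DU 145 cells is a candidate explanation of the DU 145 median. These values do not decide it, because unequal RNA input would also move the housekeeping genes relative to the probes. The median of the tested genes relative to the probes was -0.065 in DU 145 and -0.15 in PC-3 cells, the opposite order of the lines. Lower transcript levels of most panel genes cannot be told apart from unequal RNA input, because the amount of RNA per assay is not given in the paper's text. Of the 39 housekeeping genes, 10 moved by at least 0.5 on the log2 scale in the same direction in both lines relative to their mean, 6 up and 4 down.

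Of 17 measured immediate-early genes of AP-1 and MAPK feedback, 10 rose and 3 fell in DU 145 cells and 6 rose and 8 fell in PC-3 cells (10 and 4, and 6 and 8, adjusted over the list alone). TMM gave 12 up and 0 down in DU 145 and 6 up and 8 down in PC-3 cells, and the positive control probes 11 up and 0 down, and 6 up and 8 down. Of 25 measured NF-kB targets and inflammatory cytokines, 6 rose and 8 fell in DU 145 cells and 9 rose and 8 fell in PC-3 cells (6 and 8, and 9 and 8, adjusted over the list alone). In this list TMM gave 11 up and 6 down in DU 145 and 11 up and 8 down in PC-3 cells, and the positive control probes 8 up and 6 down, and 9 up and 10 down. Of 5 measured anti-apoptotic BCL2 family and IAP genes, 0 rose and 2 fell in DU 145 cells and 0 rose and 3 fell in PC-3 cells (0 and 2, and 0 and 3, adjusted over the list alone). TMM gave 1 up and 2 down in DU 145 and 0 up and 2 down in PC-3 cells, and the positive control probes 0 up and 2 down, and 0 up and 4 down. One PC-3 fall is that of BCL2, at a fitted -0.57 (SE 0.25) with the MS13 mean under the background limit, and this call ends with DESeq2, TMM, the replicate block, Benjamini-Yekutieli, and without PC-3 control replicate 1 or MS13 replicate 1 or 3. NFE2L2, the gene of NRF2 and the only measured member of the NRF2 list, had -0.61 (SE 0.046) in DU 145 and 0.59 (SE 0.051) in PC-3 cells, and the list has no other member on the panel.

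Of 12 measured leukocyte genes, 1 rose and 2 fell in DU 145 cells and 1 rose and 0 fell in PC-3 cells (0 and 2, and 1 and 0, adjusted over the list alone), and in DU 145 cells the counts were 2 and 1 with TMM and 2 and 2 with the positive control probes, and leaving out 1 replicate gave 0 to 2 rises and 2 to 3 falls. Of 6 measured stromal and endothelial genes, 1 rose and 2 fell in DU 145 cells and 1 rose and 1 fell in PC-3 cells (1 and 2, and 1 and 1, adjusted over the list alone), where TMM gave 1 and 0 and the positive control probes 1 and 1 in DU 145 cells. Leaving out 1 replicate gave 0 to 2 falls of these genes in DU 145 cells. The fall of COL3A1 there ends with TMM, and without DU 145 control replicate 3 or MS13 replicate 1. The fall of COL5A1 in DU 145 cells, where both means lay under the background limits, ends with DESeq2, TMM, each line alone, Benjamini-Yekutieli, the positive control probes, and without DU 145 control replicate 1 or 3 or MS13 replicate 1 or 3. The rise of PDGFRA in PC-3 cells, also with both means under them, ends with DESeq2, Benjamini-Yekutieli and without PC-3 MS13 replicate 1. Of 6 measured cell line identity genes, 1 rose and 5 fell in DU 145 cells and 0 rose and 4 fell in PC-3 cells (1 and 5, and 0 and 4, adjusted over the list alone). For these TMM gave 1 up and 4 down in DU 145 and 1 up and 4 down in PC-3 cells, and the positive control probes 1 up and 4 down, and 0 up and 4 down.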
